# Integrated Analysis of Microarray, Small RNA, and Degradome Datasets Uncovers the Role of MicroRNAs in Temperature-Sensitive Genic Male Sterility in Wheat

**DOI:** 10.3390/ijms23158057

**Published:** 2022-07-22

**Authors:** Yongjie Liu, Dan Li, Shengquan Zhang, Liping Zhang, Jie Gong, Yanhong Li, Jiamin Chen, Fengting Zhang, Xiangzheng Liao, Zhaobo Chen, Yongbo Wang, Binshuang Pang, Jinxiu Ma, Xianchao Chen, Jiangang Gao, Changping Zhao, Shiqing Gao

**Keywords:** *Triticum aestivum* L., temperature-sensitive genic male sterility (TGMS), miRNA, cell plate, auxin, lipid metabolism, degradome

## Abstract

Temperature-sensitive genic male sterile (TGMS) line Beijing Sterility 366 (BS366) has been utilized in hybrid breeding for a long time, but the molecular mechanism underlying male sterility remains unclear. Expression arrays, small RNA, and degradome sequencing were used in this study to explore the potential role of miRNA in the cold-induced male sterility of BS366. Microspore observation showed defective cell plates in dyads and tetrads and shrunken microspores at the vacuolated stage. Differential regulation of Golgi vesicle transport, phragmoplast formation, sporopollenin biosynthesis, pollen exine formation, and lipid metabolism were observed between cold and control conditions. Pollen development was significantly represented in the 352 antagonistic miRNA-target pairs in the integrated analysis of miRNA and mRNA profiles. The specific cleavage of *ARF17* and *TIR1* by miR160 and miR393 were found in the cold-treated BS366 degradome, respectively. Thus, the cold-mediated miRNAs impaired cell plate formation through repression of Golgi vesicle transport and phragmoplast formation. The repressed expression of *ARF17* and *TIR1* impaired pollen exine formation. The results of this study will contribute to our understanding of the roles of miRNAs in male sterility in wheat.

## 1. Introduction

Known as one of the most effective strategies to increase crop yield, heterosis has been widely used for crops [1]. Although male sterility is an unfavorable trait for an individual plant, it is a prerequisite for hybrid seed production and recurrent selection breeding [2]. Dozens of genic male sterile (GMS) genes have been cloned from maize, Arabidopsis, and rice, but only *Ms1*, *Ms2*, and *Ms5* have been cloned from wheat [3,4,5,6]. Thus, a deep understanding of the mechanism underlying male sterility in the TGMS line will be of great value for heterosis utilization.

MicroRNAs (miRNAs) are a class of ~21 nt non-coding RNAs that are important regulators ubiquitously existing in plants [7]. MiRNAs function in the posttranscriptional regulation of target gene expression via transcript cleavage or translational inhibition [8,9]. The involvement of miRNAs in plant reproductive organ development [10,11] and male sterility have been reported in plants [12,13]. Conserved miRNAs such as miR156, miR159, miR160, miR164, miR167, miR396, miR5200, and miR2275 were reported to be critical for reproductive development [14]. miR156 and its targets, the *squamosa promoter-binding protein-like* (*SPL*) genes, are highly conserved and regulate the vegetative-to-reproductive transition in plants [10]. Overexpression of soybean miR156b in Arabidopsis led to male sterility under heat stress [15]. miR159 targets *GAMYB*-*like* genes, resulting in anther defects or male sterility [16]. Overexpression of miR160 in cotton leads to anther indehiscence under high-temperature (HT) conditions, possibly due to the excessive activation of auxin signaling with the suppression of *ARF10* and *ARF17* [13]. In maize, zma-miR164 targets the orthologues of *OsDEX1* and *OsABCG15*, which are key functional genes in rice anther development [17,18]. In Arabidopsis, miR167 has been reported to be important for the fertility of both ovules and anthers by targeting *ARF6* and *ARF8* [19]. miR172 regulates *APETALA2* (*AP2*) and *AP2*-*like* genes. Overexpression of miR172 caused the conversion of sepals and petals into carpels and reduced the stamen number [20,21]. In addition, miR171 and miR396 are involved in floral development and male sterility by targeting *scarecrow*-*like* (*SCL*) and *growth regulatory factor* (*GRF*) genes [22,23].

To date, 77 mature miRNAs and 75 hairpin precursors have been registered in the miRBase for wheat (release 22). However, the microRNA population and its regulatory functions in wheat male sterility remain unclear [8,12,24]. Hence, it is of great application value and theoretical significance to explore the roles of miRNAs associated with male sterility. Beijing Sterility 366 (BS366) is a temperature-sensitive genic male sterile line (TGMS). It is male sterile at 12 °C (cold) and male fertile at 20 °C (control) with 12 h daylight. In this study, wheat genome expression arrays, small RNA, and degradome sequencing data from anthers of BS366 under control and cold conditions were used to explore the potential role of miRNA in wheat male sterility. Our results will provide novel insights into the roles of miRNAs in the male sterility of wheat.

## 2. Results

### 2.1. Pollen Development Was Defective in BS366 under Cold Conditions

Wheat TGMS line BS366 was male fertile at 20 °C but sterile at 12 °C with 12 h of daylight. Both cold- and control-treated BS366 plants appear completely normal in growth habit and vigor before anthesis. Cold-treated BS366 has exposed anthers that are indehiscent compared with BS366 under control conditions (Figure 1a,b); nearly all the pollen in cold-treated BS366 was sterile compared with 88% in the control-treated BS366 (Figure 1a). Cold-treated plants are completely male-sterile and do not produce seed.

The morphology of BS366 pollen was examined at successive developmental stages under cold and control conditions. the pollen mother cells (PMCs) of BS366 under cold conditions was the same as that under control conditions (Figure 2a,e). However, severe defects were observed in some dyads and tetrads, with a defective cell plate in the cold-treated BS366 (Figure 2b,c,f,g). Dyads and tetrads that lacked smooth cell plates were unable to produce uninucleate pollen grains. Although pollen grains at the early uninucleate stages were normal for BS366 under cold conditions (Figure 2d,h), the pollen grains shrank severely from the vacuolated stage to the mature stage (Figure 2i,m). Compared with the control-treated BS366 (Figure 2j,k), no starch accumulated inside the microspore, and a smaller nucleus without generative and vegetative cells was observed (Figure 2n,o). The cold-treated pollen grains could not be stained by I_2_-KI like the normal pollen (Figure 2l,p).

### 2.2. Construction of the Co-Expression Network for All of the Expressed Genes

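Anthers of BS366 were collected at 5 stages, named by anther length in mm (1.5, 2.0, 2.2, 2.5 and 3.0), from plants under 4 conditions. Conditions A and B were cold, with 12 h and 14 h of light, and conditions E and F were the controls, also with 12 h and 14 h of light. The paper's array methods and the sample labels give 10 °C for the cold conditions and 20 °C for the controls, while other sentences of the paper give 12 °C for the cold. According to the labels, plants were held under these conditions for 5 days. Biotin-labelled RNA of each sample was hybridized to 1 Affymetrix Wheat Genome array, which makes 20 arrays, 1 for each condition and stage. The values are the log2 expression of 28894 probe sets, as the authors deposited them. The labels name MAS5 for the processing, with no version, and the scaling between arrays is not given in the sources used here. For 12103 probe sets, most of them dim, the value was equal to every stored decimal in 3 or more arrays, which a summary made from each array alone would not give, so the spread between arrays can be understated for dim probe sets. Cold and control anthers of each stage were compared with limma, with the 12 h and 14 h arrays of a temperature as 2 replicates and photoperiod as a term of the model. Tests covered the 13805 probe sets above the 60th percentile of the array in both arrays of at least 1 temperature and stage. A probe set was called higher or lower in the cold at an adjusted p under 0.05 and a change of at least 2-fold. Of all probe sets, 845 carry a gene symbol in the annotation used here, and 115 of these a gene name, so most called probe sets have no name. The arrays are the only replicates, and 2 arrays per temperature and stage limit the precision. A p-value measures only a spread between arrays that is shared over all 20, that between 12 h and 14 h arrays left after the photoperiod term. It does not measure the SD of the 2 arrays printed beside a value.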

To understand the gene regulatory network and identify genes responding to cold treatment in BS366, weighted gene co-expression network analysis (WGCNA) algorithms were carried out for all of the expressed probes. In total, 16,246 expressed probes were used to construct co-expression modules. The flashClust tools package was used to perform the cluster analysis (Figure S1). 

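Anthers of stage 3.0 under control conditions stood apart from all other samples. Their arrays (E and F) correlated at 0.971 with each other and at 0.547 to 0.712 with the other arrays. The cold anthers resembled each other more, with correlations of at least 0.836 among the 10 cold arrays. Under cold conditions with 12 h of light, anthers of stages 1.5 to 2.5 correlated at 0.969 to 0.987. Cold anthers of the same stage under 12 h and 14 h of light correlated at 0.983, 0.981, 0.973, 0.900 and 0.945 from stage 1.5 to stage 3.0. The array of cold anthers of stage 3.0 with 12 h of light was closest to that of control anthers of stage 2.0 with 14 h of light (0.972), and that with 14 h of light was closest to cold anthers of stage 2.5 with 14 h of light (0.971), with 0.934 as its highest correlation with a control array. The first component of a principal component analysis held 48.7% of the variance and the second 26.2%. These are Pearson correlations across the 13805 probe sets tested, which are not independent replicates, so they describe the arrays.

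**Figure D1:**
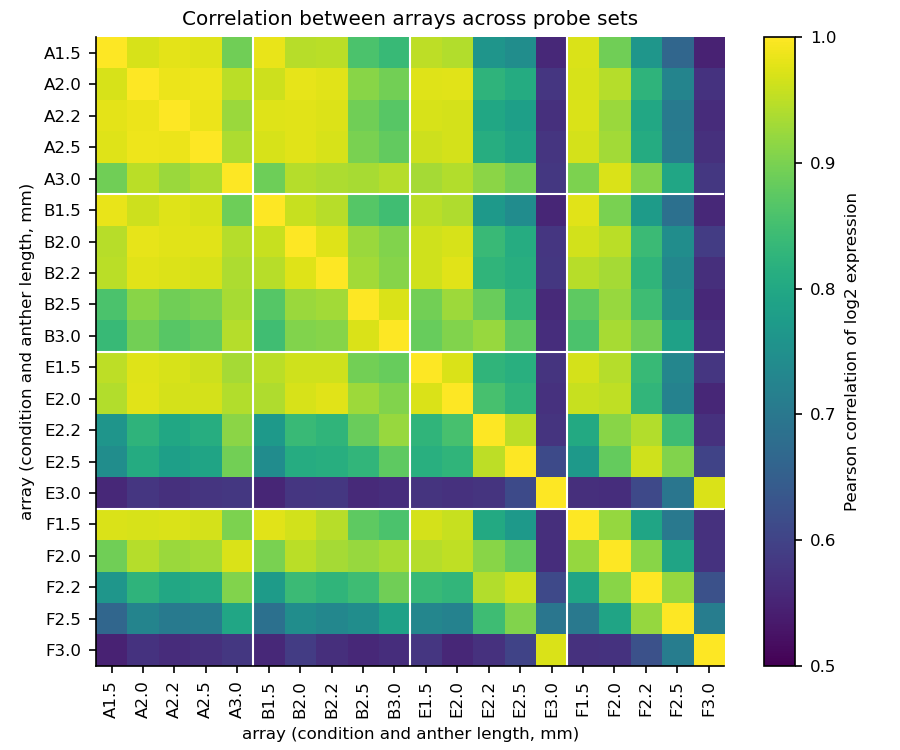
Pearson correlation between each pair of the 20 arrays across 13805 probe sets, with arrays ordered by condition and stage. The control arrays of stage 3.0 lie at 0.547 to 0.712 with all others.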

Before WGCNA, network topology analysis for various soft thresholding powers was carried out to determine the candidate power values for relative, balanced scale independence, and mean connectivity in WGCNA. As shown in Figure S2, the scale independence reached 0.85 when the power value was 13. Thus, a power value of 13 was selected to produce a hierarchical clustering tree for the expressed probes (Figure 3). 

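With correlations raised to a high power, a few of the probe sets tested had a high connectivity and most a low one. The number of probe sets followed a power law of their connectivity with an R² of 0.85 at power 10 and of 0.878 at power 13. The R² still rose to 0.918 at power 20, the largest power tried. At power 13, the mean connectivity was 110.3 and the median 54.5, while at power 1 they were 5027 and 5053. Connectivity was the sum of the absolute Pearson correlations across the 20 arrays, each raised to the power, and no test belongs to it.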

Finally, 16,318 probes were assigned to 18 expression modules. The number of probes for each module ranged from 50 to 3813 (Table S1). The correlation of different modules is shown in Figure S3. Among the 18 modules, probes in blue, brown, yellow, and turquoise made up the majority (72%) of all the expressed probes.

### 2.3. Expression and Function Analysis of Genes in the Blue and Brown Modules

The expression of genes assigned to the blue and brown modules was opposite. 

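Some photosynthesis probe sets fell in a group that was lower in the cold at stages 2.2 to 3.0. Of 10 photosynthesis probe sets tested, 4 fell in it and none in the groups that were higher in the cold. Of 16 auxin probe sets of Table S9 that were tested, 6 fell in it, but 3 of these belong to auxin-repressed proteins, and none of the 3 was called at stages 2.2 and 3.0. The group held 1077 probe sets, 7.8% of those tested. Its mean log2 expression under cold conditions was 7.60 ± 0.17, 7.60 ± 0.18 and 7.97 ± 0.10 (SD, n = 2 arrays) at stages 2.2, 2.5 and 3.0. Under control conditions it was 8.80 ± 0.26, 9.21 ± 0.32 and 9.48 ± 0.07 (SD, n = 2 arrays). The module of each probe set is not given in the sources used here, so expression profiles were grouped by k-means into 18 clusters, of which 1 was lower in the cold by at least 0.5 SD of the standardized profiles at all 3 stages. By direction alone, 4 clusters with 3776 probe sets were lower, with 30 clusters 2397 probe sets fell in clusters lower by 0.5 SD, and the grouping carries no test.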

There were 3506 probes assigned to the blue module, in which probes were suppressed under cold (A/B) conditions but induced under control (E/F) conditions during stages 2.2, 2.5, and 3.0 (Figure 4a). 

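Histone genes and most of the brown module genes that could be tested were higher in the cold at stage 3.0. All 17 histone H2A and H2B probe sets tested fell in clusters that were higher in the cold at stages 2.2 to 3.0. The part of the enrichment table of the brown module that was read names 1679 genes, of which 35 could be joined to a probe set and 20 were tested. Of these 20, 15 fell in such clusters. At stage 3.0, 16 of these 20 were called higher and none lower, and their median log2 change was 2.71. At stages 2.2 and 2.5, 3 and 5 were called higher, with medians of 0.40 and 0.59. The 4 clusters higher in the cold held 3394 probe sets, 24.6% of those tested, and by direction alone 5 clusters with 3973 probe sets were higher. Their mean log2 expression under cold conditions was 9.42 ± 0.00, 9.32 ± 0.10 and 9.18 ± 0.06 (SD, n = 2 arrays) at stages 2.2, 2.5 and 3.0. Under control conditions it was 8.87 ± 0.02, 8.63 ± 0.23 and 8.09 ± 0.02 (SD, n = 2 arrays). The brown module genes were joined through Tables S6 and S9, which list genes that the study found changed on these arrays, so their tally is not independent evidence.

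**Figure D2:**
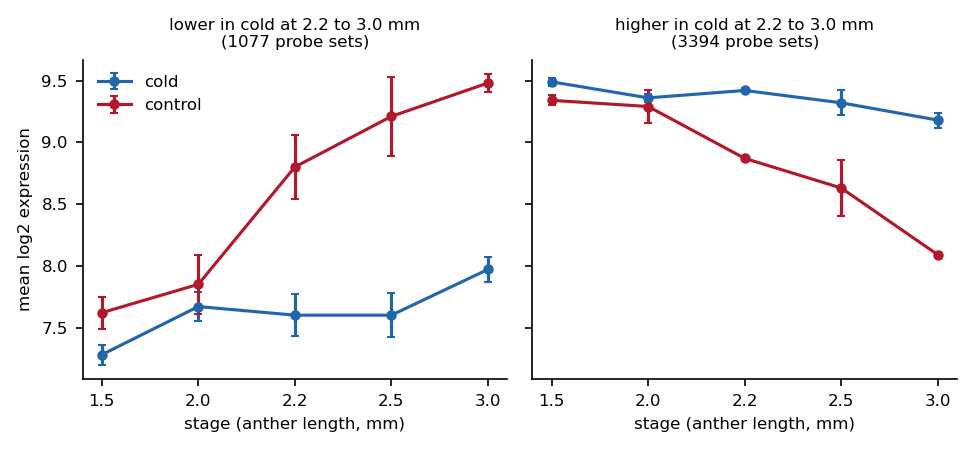
Mean log2 expression of the probe sets in clusters lower in the cold (1077 probe sets) and higher in the cold (3394 probe sets) at stages 1.5 to 3.0, for cold and control anthers, with points for the mean and bars for the SD of 2 arrays. The clusters were chosen by their differences at stages 2.2 to 3.0, so the gap there follows from that choice.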

In total, 3105 probes were assigned to the brown module, in which probes were expressed at higher levels during stages 2.2, 2.5, and 3.0 under cold (A/B) conditions than under control (E/F) conditions (Figure 4b). After converting the probe IDs to gene IDs, gene ontology (GO) analysis was carried out for the genes assigned to both modules. Genes in the blue module were mainly enriched in biological processes such as carbohydrate metabolic process, ATP metabolic process, nucleotide phosphorylation, vacuolar transport, Golgi organization, and lipid oxidation (Figure 4c and Supplementary Table S2). As shown in Figure 4d and Supplementary Table S2, biological processes including mRNA splicing via spliceosome, microtubule cytoskeleton organization, nuclear division, and nucleobase-containing compound metabolic process, were significantly represented for genes in the brown module. The correlations of the genes in both modules were used to construct the co-expression network. Networks for the top 200 correlations were constructed using ClueGO in Cytoscape. In the blue module, three genes involved in lipid metabolism (*LTPG6*, *lipase*, and *LTP2*), one gene (*ACIP1*) encoding a microtubule-associated protein, and one gene encoding a NF-YC4 transcription factor were among the top ten hub genes (Figure 4e). In the brown module, genes encoding three histone proteins, one LTP protein, and one NAC transcription factor were among the top ten hub genes (Figure 4f).

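Most histone probe sets tested were higher in cold than in control anthers at stage 2.5, and all were at stage 3.0. From stage 1.5 to stage 3.0, the mean log2 expression of H2A-9 fell from 12.11 to 11.08 in the cold. In control anthers it fell from 11.82 to 7.77, and no trend over stages was tested. The histone gene H2A-9 had a log2 expression of 11.08 ± 0.23 (SD, n = 2) in cold anthers of stage 3.0 and of 7.77 ± 0.61 (SD, n = 2) in control anthers. This is a log2 change of 3.32 (standard error 0.34, adjusted p = 7.2e-06 from limma). It was 2.06 at stage 2.5 (adjusted p = 0.00109 from limma). H2A-2 and the H2B gene wcH2B-8 rose by 3.76 and 3.05 at stage 3.0 (adjusted p = 4.49e-05 and 2.16e-05 from limma). Of 8 probe sets in a histone list fixed before the data were examined, 1 was called higher at stage 2.2, 6 at stage 2.5 and 8 at stage 3.0, and none was lower. The counts were the same when adjusted over the list alone, and the call at stage 2.2, of H2A-9 (adjusted p = 0.0432 from limma), was lost without the filter on dim probe sets (adjusted p = 0.0736). As a group, the 8 rose more than other probe sets at stage 3.0 (camera, adjusted p = 2.58e-06), although with an estimated correlation between genes the adjusted p was 0.292. With the H2B genes, in a list chosen after the annotation was read, 12 of 17 were higher at stage 2.5 and 17 of 17 at stage 3.0. Members of this family are alike in sequence, so their probe sets can share transcripts, and the control arrays of stage 3.0 stand apart from all others.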

### 2.4. The Differentially Expressed Genes between Cold and Control Conditions

To explore the expression changes of genes under cold conditions, the differentially expressed genes (DEGs) between A/E and B/F were identified for five development stages. The common DEGs for A vs. E and B vs. F comparisons were identified. There are 231, 164, 1581, 1897, and 3412 DEGs common to the A vs. E and B vs. F groups at five successive stages (Figure 5a). 

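The gene amy1 was lower in the cold from stage 2.2 on, and CL9 was lower at stage 2.2 and higher at stage 3.0. Some probe sets that carry only a locus number changed more, such as that of LOC543390 by −7.16 at stage 2.5. The gene amy1, also named BMY1 for a beta-amylase, was lower by a log2 change of −2.37 at stage 2.2 and −3.67 at stage 3.0 (adjusted p = 0.0258 and 0.000748 from limma). At stage 2.5 its log2 expression was 9.50 ± 0.64 (SD, n = 2) in the cold and 13.01 ± 1.16 (SD, n = 2) under control conditions, a change of −3.52 (standard error 0.67, adjusted p = 0.00233 from limma). CL9, the ribosomal protein gene RPL9, was lower at stage 2.2 (−1.41, adjusted p = 0.0153 from limma) and higher at stage 3.0, at 8.88 ± 0.27 against 4.64 ± 0.60 (SD, n = 2). Its change at stage 3.0 was 4.24 (adjusted p = 1.04e-06 from limma). At stage 2.5 it was −1.09 (adjusted p = 0.0337 from limma), a call lost with quantile normalization (0.0653), without the filter on dim probe sets (0.0553) and with a photoperiod term for each stage (0.0775). At the thresholds of the study, taken here as an unadjusted p under 0.05 for both pairs together and 2-fold in the same direction in A vs. E and B vs. F, 161, 69, 1260, 1485 and 2988 probe sets passed from stage 1.5 to stage 3.0. With adjusted p, 39, 0, 1657, 2273 and 3751 were called. At stage 2.0, where none was called, 581 had an unadjusted p under 0.05 from limma. The first counts rest on single arrays, since none was called at stage 1.5 without the cold array with 14 h of light, and 25 at stage 2.0 without the control array with 12 h of light. The count was 884 at stage 2.2 without the control array with 12 h of light, and 1492 at stage 2.5 without that with 14 h of light. Of the probe sets that changed 2-fold in A vs. E, 21%, 32.5%, 40.6%, 52.7% and 75.1% also changed 2-fold in the same direction in B vs. F.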

The number of downregulated genes was greater than that of upregulated genes at all five stages except stage 3.0. 

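More probe sets were lower than higher in the cold up to stage 2.5, and slightly more were higher at stage 3.0. With adjusted p, 5 were higher and 34 lower at stage 1.5, the 5 without a gene name here, 626 and 1031 at stage 2.2, 806 and 1467 at stage 2.5, and 1921 and 1830 at stage 3.0. At the thresholds of the study, 27 were higher and 134 lower at stage 1.5, 23 and 46 at stage 2.0, 399 and 861 at stage 2.2, 445 and 1040 at stage 2.5, and 1573 and 1415 at stage 3.0. The balance at stage 3.0 depended on the treatment of dim values, since 1829 were higher and 1839 lower with values raised to the 40th percentile of the array.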

The number of DEGs between cold and control conditions increased noticeably from the 2.2 stage (Figure 5b). 

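Cold and control anthers of the same length differed more from stage 2.2 on than before it. Stages are anther lengths, so these differences, and those of the genes named, cannot be told apart from development that lags behind length in the cold. Averaged over stages 2.2, 2.5 and 3.0, 1014 probe sets were higher and 1382 lower in the cold. Averaged over stages 1.5 and 2.0, 3 were higher, none of them with a gene name here, and 20 lower, and single arrays moved this total to between 12 and 44. The difference between these effects was itself tested, and 814 probe sets were called with a more positive and 989 with a more negative effect of cold at the later stages. Without the control arrays of stage 3.0, and so without that stage's comparison, 957 probe sets were called, a count chosen after seeing the data.

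**Figure D3:**
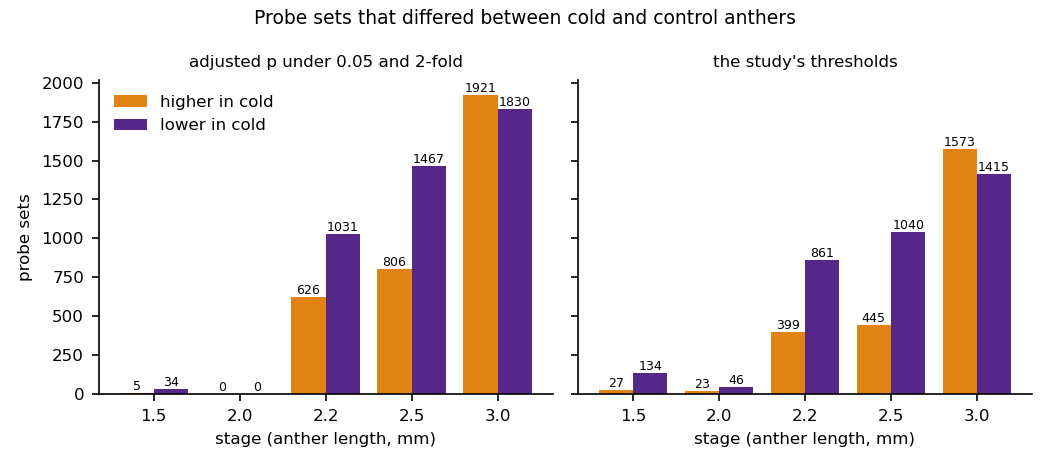
Number of probe sets higher (orange) and lower (purple) in the cold at each stage, by adjusted p from limma (left) and at the thresholds of the study (right). The count by adjusted p goes from 39 at stage 1.5 to 3751 at stage 3.0.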

A heatmap of all the DEGs between cold and control conditions at five stages is shown in Figure 5c. These results may indicate that three later stages may be more important for the pollen viability of BS366. Thus, GO and KEGG analysis were carried out for DEGs at these development stages.

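The photosynthesis genes PRK and FBP were lower in cold anthers from stage 2.2 on. At stage 2.5, the log2 expression of PRK, the gene of phosphoribulokinase, was 8.94 ± 0.93 (SD, n = 2) in the cold and 11.84 ± 0.90 (SD, n = 2) under control conditions. Its changes were −2.59, −2.90 and −2.15 at stages 2.2, 2.5 and 3.0 (adjusted p = 0.00146, 0.000361 and 0.001 from limma). FBP, the gene of fructose bisphosphatase, changed by −2.09, −2.03 and −2.27 (adjusted p = 0.00773, 0.00572 and 0.00142 from limma). OEE2 and rbcL were lower at stages 2.2 and 2.5 only, and rbcL changed by −2.33 at stage 2.2 (adjusted p = 0.000476 from limma), while its call at stage 2.5 was lost without a photoperiod term (adjusted p = 0.119). Of 10 photosynthesis probe sets, in a list chosen after the annotation was read, 5 were lower at stage 2.2, 5 at stage 2.5 and 2 at stage 3.0, and none was higher. As a group they were lower than other probe sets at stage 2.2 (camera, adjusted p = 4.15e-06), although with an estimated correlation the adjusted p was 0.349. The group was also lower at stages 1.5 and 2.0, where none was called (camera, adjusted p = 0.000339 and 0.02). With an estimated correlation these were 0.349 and 0.517. Cold anthers of stage 3.0 differed from control anthers of stages 1.5, 2.0, 2.2 and 2.5 in 493, 7, 503 and 1456 probe sets, and the 7 became 48 without the cold array with 12 h of light of that stage. The 493 became 9 without the control array of stage 1.5 with 14 h of light, and the 503 and 1456 became 134 and 590 without the cold array of stage 3.0 with 14 h of light. From the higher numbers of differentially expressed genes at the later stages and their heatmap, the paper proposes that these stages may matter more for the pollen viability of BS366.

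**Figure D4:**
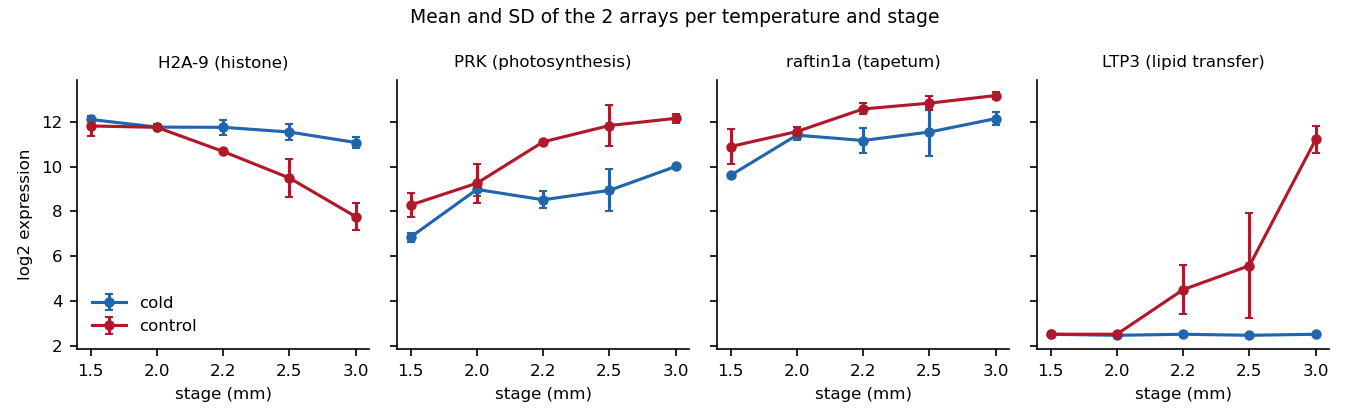
Log2 expression of H2A-9, PRK, raftin1a and LTP3 at stages 1.5 to 3.0 in cold and control anthers, with points for the mean and bars for the SD of 2 arrays. LTP3 reached 11.22 in control anthers of stage 3.0.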

As shown in Figure 6a, the pollen and anther cutin development processes differed between cold and control conditions as early as stage 2.2. 

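The raftin genes were lower in cold anthers of stage 2.2. Raftins are proteins that the tapetum deposits on the pollen exine. All 4 raftin probe sets were called lower at stage 2.2, with log2 changes of −1.75 and −2.30 for raftin1b and −1.41 and −1.85 for raftin1a (adjusted p = 0.0419, 0.035, 0.031 and 0.0454 from limma). The raftin1a probe set with the smallest change had a log2 expression of 11.17 ± 0.55 (SD, n = 2) in the cold and 12.58 ± 0.25 (SD, n = 2) under control conditions. At stage 2.5, 1 was called lower, and at stage 3.0 none. These 4 are the only members of the fixed tapetum and sporopollenin list that have a name here, and all 4 were lower when adjusted over the list alone. As a group they were lower than other probe sets at stage 2.2 (camera, adjusted p = 0.00911), although with an estimated correlation the adjusted p was 0.48. All 4 calls were lost without the filter on dim probe sets (adjusted p from limma 0.056 to 0.0799), 3 with a photoperiod term for each stage (0.0519 to 0.0799) and 1 without the variance trend (0.0523).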

Biological processes such as the sporopollenin biosynthetic process, pollen exine formation, and pollen wall assembly were significantly represented at stage 2.2. KEGG analysis revealed that the enrichment of cutin, suberine, and wax biosynthesis pathway was first observed at stage 2.2. Aside from processes mentioned above, phragmoplast and cell plate formation-related processes, such as microtubule-based movement, microtubule motor activity, motor activity, microtubule binding, and tubulin binding were also first observed at stage 2.2. 

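Of 9 tubulin probe sets tested, 1 was higher in cold anthers of stage 2.2. This was the beta-tubulin gene Tubb4, with a log2 expression of 9.88 ± 0.32 (SD, n = 2) in the cold and 8.80 ± 0.09 (SD, n = 2) under control conditions. Its change was 1.08 (standard error 0.27, adjusted p = 0.0163 from limma). At stage 3.0 it was lower in the cold (−1.01, adjusted p = 0.0096 from limma), which fell under 2-fold after quantile normalization (−0.95) and was not called without a photoperiod term (adjusted p = 0.0643). The median log2 change of the 9 probe sets was 0.69 at stage 2.2, and as a group they rose more than others (camera, adjusted p = 0.00139), although with an estimated correlation the adjusted p was 0.349. The group also rose more at stage 1.5, where none was called (camera, adjusted p = 0.0235, or 0.407 with an estimated correlation). The call at stage 2.2 was lost without a photoperiod term (adjusted p = 0.0856). The list was chosen after the annotation was read, and no kinesin or other motor protein gene has a name here.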

The significant enrichment of the lipid metabolism pathway was first observed at stage 2.5 in the KEGG analysis. Biological processes such as the fatty acid metabolic process, fatty acid synthase activity, and CoA-ligase activity were significantly represented at stage 3.0. KEGG analysis revealed that pathways involved in lipid metabolism, fatty acid biosynthesis, and fatty acid degradation were significantly represented at stage 3.0.

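The lipid transfer protein gene LTP3 was expressed in control anthers of stage 3.0 but near the lowest values of the arrays in cold anthers. Its log2 expression at stage 3.0 was 11.22 ± 0.61 (SD, n = 2) under control conditions and 2.51 ± 0 (SD, n = 2) in the cold, a change of −8.71 (standard error 0.70, adjusted p = 8.51e-07 from limma). The cold value is dim and equal in both arrays, so the size of this change depends on the lower limit of the arrays, and it was −5.78 with dim values raised to the 40th percentile. At stage 2.5 it was −3.11 (adjusted p = 0.00606 from limma), with −1.5 in A vs. E and −4.7 in B vs. F. With dim values raised to the 40th percentile of the array it was −1.01, and the call was lost (adjusted p = 0.0583). At stage 2.2 LTP3 was lower by a change that did not pass the test (adjusted p = 0.0615 from limma). Genes of lipid metabolism among the putative miRNA targets went both ways. Of 7 such values at stage 3.0 that could be joined to a probe set, 1 was called higher and 2 lower, and of 7 at stage 2.2, 2 were called lower. The largest of these changes was that of TraesCS1B02G411900, at −4.86 at stage 3.0 (adjusted p = 1.52e-05 from limma), or −2.32 with dim values raised. TraesCS2B02G405600 was lower at stage 2.2, by −2.16 (adjusted p = 0.00105 from limma). Both were named after their values were seen. The values of lipid metabolism genes are all listed at 2-fold or more in A vs. E on these arrays, so these calls are not independent evidence. Some of their probe sets were too dim to be tested.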

### 2.5. Differential Expression of Genic Male Sterility Genes

To date, more than one hundred GMS genes have been cloned from other plants [25]. The expression patterns of wheat orthologues of these GMS genes were analyzed in this study. For example, *TaTDF1*-*4D* encodes an R2R3-MYB transcription factor; *TaMMD1-4D* encodes a PHD domain-containing protein; and *TaUDT-1D*, *TaAMS-6A*, *TaAMS-6B*, and *TaAMS-6D* encode bHLH transcription factors. *TaUDT1-2D* was significantly repressed by cold treatment during stage 3.0, while *TaTDF1-4D* and *TaMMD1-4D* were induced by cold treatment during stage 3.0. 

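TaMMD1-4D had a higher expression in cold than in control anthers of stage 3.0. Its log2 expression was 5.45 ± 0.0004 (SD, n = 2) in the cold and 4.04 ± 0.02 (SD, n = 2) under control conditions. The change was 1.41 (standard error 0.22), with 1.40 in A vs. E and 1.42 in B vs. F. The probe set is dim and was not among those tested, and in a test of all probe sets the adjusted p was 0.000493 from limma. With values raised to the 40th percentile of the array, the change was 0.05. The probe set was found by the fold change that Table S6 gives for the gene, and TaUDT1-2D and TaTDF1-4D were not analysed here.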

The expression of *TaAMS-6A* and *TaAMS-6B* was downregulated at stage 1.5 but upregulated at stage 3.0 under cold conditions. *TaMMD1-3D* was only induced by cold treatment during stage 3.0. The expression of *TaGPAT6-3B* was repressed during the two late stages, but *TaGPAT6-3A* was only suppressed during stage 3.0. *CalS5* encodes a callose synthase [26], and *KNS4* encodes a type II arabinogalactan β-(1,3)-galactosyltransferase [27]. *RPG1* encodes a sugar transporter in Arabidopsis [28]. In this study, *TaCalS5-7B*, *TaKNS4-3B*, and *TaKNS4-3D* were all induced during stages 2.5 and 3.0, but *TaRPG1-7D* was repressed during stages 2.5 and 3.0 under cold conditions (Figure 7a). The expression of several GMS genes was validated using quantitative real-time PCR (qRT–PCR) during the pollen mother cell (PMC) stage, meiosis stage, uninucleate stage, and vacuolated stage under both cold and control conditions. The expression of *TaTDF*-*4D* was significantly induced at both the PMC and vacuolated stage but repressed at the meiosis and uninucleate stages. *TaTDR*-*7D* was significantly induced at the meiosis stage but repressed at two latter stages. The expression of *TaGPAT6*-*3B* and *TaDTC*-*5D* was repressed at the meiosis stage but induced at the vacuolated stage. *TaMIL*-*2D* was significantly repressed at two early stages, but finally induced at the vacuolated stage under cold conditions. Both *TaKNS4*-*1B* and *TaAMS*-*6A* were significantly induced at the PMC stage, but they were repressed under cold conditions at the vacuolated and uninucleate stages, respectively. (Figure 7b).

### 2.6. Mapping of sRNA Reads to the Reference Genome

After filtering and quality control of the raw reads, a total of 77,531,794 clean tags were generated for seven libraries, with an average of 11,075,970 reads per library. Reads from seven libraries were mapped to the wheat genome (IWGSC RefSeq v1.1), and the underlying gene annotation was used to assign reads to the respective gene models (ftp://ftp.ensemblgenomes.org/pub/plants/release-44/gff3/triticum_aestivum, accessed on 12 August 2020). Finally, 87.51% (77,531,794/67,862,447) of the reads were mapped to the genome. A total of 31,670,965 reads were uniquely mapped to the genome, with a unique mapping rate of 33.98% (Table S3). The length distribution of the tags across all of the libraries was analyzed. The most abundant siRNAs were 21- and 24-nt lengths, with the highest percentages of 25.39% and 65.79% in libraries T0 and A1.5, respectively (Figure S4). All of the aligned read sequences were then annotated by reference to the Rfam database (version 11.0, http://rfam.xfam.org/, accessed on 12 August 2020) and GenBank (https://www.ncbi.nlm.nih.gov/, accessed on 12 August 2020), which allowed for the removal of rRNA, tRNA, snRNA, and snoRNA sequences (Figure S5); the remaining tags were used to query the wheat and other plant miRNAs in miRBase.

Finally, this analysis yielded 510 already documented miRNAs (known miRNAs), including 108 wheat miRNAs and 402 miRNAs in other plants. There were 413 and 420 known miRNAs expressed in cold (A) and control conditions (E), respectively (Figure S6). Under cold conditions, 270 known miRNAs were commonly expressed during stages 1.5, 2.2, and 3.0. There were 19, 36, and 37 known miRNAs specific to stages 1.5, 2.2, and 3.0, respectively. Under control conditions, 250 known miRNAs were expressed during all three stages. There were 30, 49, and 28 known miRNAs exclusively expressed during stages 1.5, 2.2 and 3.0, respectively. Among the top 100 expressed miRNAs, there were miRNAs from the miR156, miR159, miR165, miR166, miR167, miR171, miR172, miR2118, miR319, miR396, tae-miR156, tae-miR159, tae-miR164, tae-miR167, and tae-miR171 miRNA families (Supplementary Table S4). These results indicate that these highly expressed miRNAs may be involved in anther development in wheat. After blasting against miRNAs in miRBase, reads with no homology to any previously known miRNA/pre-miRNA were used to predicate the novel miRNAs using MIREAP. Finally, 4478 novel miRNAs were predicted in seven libraries, including 4264, 4206 and 3797 for the cold, control, and T0 samples, respectively (Figure S6). Under cold conditions, there were 2554 novel miRNAs expressed in common during the three stages, with 113, 211, and 252 specific to stages 1.5, 2.2, and 3.0, respectively. In the control samples, there were 2312 novel miRNAs expressed in common during the three stages, with 246, 250, and 231 specific to stages 1.5, 2.2, and 3.0, respectively (Figure S6).

### 2.7. Differentially Expressed miRNA Identification, Target Prediction and Function Analysis

To identify cold-responsive miRNAs during anther development, the expression levels of the miRNAs were compared within/between the cold and control conditions. The differentially expressed miRNAs (DEMs) were processed using the criteria of |fold change| > 2 and *p* value < 0.05. In total, 1177 and 1206 DEMs were identified between adjacent stages for cold and control conditions, respectively. There were 1119 DEMs between the cold and control conditions for the three stages. There were 388 DEMs common to the three sections, with 328, 342, and 180 DEMs specific to the control, cold and cold vs. control sections, respectively (Figure 8a). A large proportion of DEMs (939/1119) between cold and control conditions were also differentially expressed under cold or control conditions. There were 510, 439, and 436 DEMs between the two conditions during stages 1.5, 2.2, and 3.0, respectively (Figure 8a). The number of DEMs upregulated under cold conditions during the three stages varied, with stage 2.2 having the most DEMs (306) and stage 1.5 having the fewest DEMs (98) (Figure 8b). Compared with 417 DEMs during stage 1.5, only 133 DEMs and 193 DEMs were downregulated during stages 2.2 and 3.0. The expression heatmap showed that three samples under cold conditions clustered together and differed from the 2.2 and 3.0 stages under control conditions (Figure 8c). Several conserved miRNAs were found to be differentially expressed between the two conditions. For example, miR160a-3p and miR160d-3p were consistently differentially expressed during all three stages. The expression of miR2275b significantly differed from that of miR2275b-5p during stages 2.2 and 3.0. Compared to the control conditions, miR319-5p and miR167e-3p were induced, while miR159a and miR167f-3p were repressed during stages 2.2 and 3.0 under cold conditions (Figure 8d). miR164b-3p showed higher expression levels during stage 1.5 under cold conditions. The expression levels of miR319a and miR319p were higher during stages 2.2 and 3.0 under cold conditions, respectively. 

The candidate target prediction was processed using psRobot (http://omicslab.genetics.ac.cn/psRobot/, accessed on 12 August 2020) and TargetFinder (http://jcclab.science.oregonstate.edu/node/view/56334, accessed on 12 August 2020). Targets predicted by both methods were used as the final targets for miRNAs. Among the 1119 DEMs between two conditions, 887 miRNAs were found to have corresponding target genes. In total, 13,026 miRNA-target pairs were found, corresponding to 7158 genes. Among the DEMs with target genes, 738 of the 887 genes had more than one target. A total of 3068 of 7160 targets were predicted to be targeted by more than one miRNA. A total of 4604 miRNA-target pairs were identified for the known miRNAs, corresponding to 3555 candidate genes and 201 known DEMs (Supplementary Table S5).

To gain an overview of the function of the DEMs between cold and control conditions, GO analysis was carried out for the 3555 targets. Biological processes including lignin catabolic process, phenylpropanoid catabolic process, microsporogenesis, and anther wall tapetum morphogenesis were significantly represented. In the cellular component category, Golgi apparatus-related GO terms were represented. Cellular components such as the cell plate, CCAAT-binding factor complex, and nucleus were significantly represented (Figure 8e). All of these results indicate that miRNAs may mediate male sterility in BS366 through regulating the cell plate, Golgi network, lignin catabolic process, phenylpropanoid catabolic process, and anther wall tapetum morphogenesis.

To study the potential interconnection between conserved known DEMs, expression correlation analysis (Pearson correlation) was carried out for those miRNAs mentioned above. As shown in Figure S7, high correlation was observed between some miRNA families. The miR2275, miR319, and miR156 families are highly correlated with all the miRNA families in this analysis (|Pearson correlation coefficient| > 0.8). The miRNAs from the miR159 family were highly correlated with miRNAs from the miR156, miR165, miR169, miR2275, and miR319 families. The miRNAs from the miR160 family were highly correlated with miRNAs from the miR169, miR2275, and miR319 families. The miRNAs of the miR165 family are highly correlated with all the miRNA families except miR167, miR391, miR171, and miR396. miR167 was highly correlated with the miR2275 and miR319 families. Expression of miRNAs including miR159a, miR319-5p, miR167e-3p, and miR2275b-5p decreased at the late stages. These results suggested that the expression of those miRNAs might be repressed by other miRNAs. As shown in Figure S7, miR159a was negatively correlated with miR156d-3p, miR165b-5p, miR2275a-3p, and miR319p. The expression of miR2275b-5p was negatively correlated with that of miR167f-3p, miR2275b, tae-miR2275-3p, and tae-miR396-5p. miR167e-3p was negatively correlated with miR2275b, tae-miR2275-3p, and tae-miR396-5p. Thus, we may conclude that a potential interconnection among those miRNAs exists.

### 2.8. The Antagonistic miRNA–Target Pairs Identified during Three Stages

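The fold changes of target genes in Table S6 come from the anthers with 12 h of light. In Table S9, which names the probe set of each gene, 42 of 42 log2 fold changes equalled condition A minus condition E of the same stage to within 5e-06, and none equalled B minus F. Table S6 names genes but no probe sets, and of its 418 values of a gene at a stage, 410 equalled A minus E of exactly 1 probe set and 8 of more than 1. After values shifted by a constant, 1.71% matched a probe set. In all, 334 genes with 375 values were joined to a single probe set. Each listed change thus rests on 1 cold and 1 control array, and the arrays with 14 h of light (B and F) give a second measurement of it.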

To explore the role of miRNAs in the expression of their candidate target genes, an integrated analysis was performed for the miRNA sequencing and array expression data. The differentially expressed targets and DEMs were identified during respective stages. Finally, 634 differentially expressed miRNA–target pairs (both the targets and miRNAs were differentially expressed) were found, with 84, 304, and 295 miRNA–target pairs for stages 1.5, 2.2, and 3.0, respectively (Figure 9a and Supplementary Table S6). miRNAs usually work by cleaving their targets; thus, the expression of miRNAs and their corresponding target genes would be negatively correlated. 

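At stage 3.0, most changes of the target genes were repeated under 14 h of light, and at stage 1.5 few were. Of the targets joined to a probe set, 4 of 48 at stage 1.5, 56 of 165 at stage 2.2 and 108 of 162 at stage 3.0 also changed at least 2-fold in the same direction in B vs. F. Of all probe sets tested that changed 2-fold in A vs. E, 21%, 40.6% and 75.1% did so at these stages. The shares of the targets were lower. Some targets were too dim to be among the probe sets tested, so these shares do not compare like with like. In all, 338 of 375 values had the same sign in B vs. F. With both pairs of arrays and an adjusted p from limma, 1 target was called at stage 1.5, 21 higher and 19 lower at stage 2.2, and 50 higher and 30 lower at stage 3.0. The target called at stage 1.5 was TraesCS1D02G380800, named after its values were seen, with a log2 change of −1.56. Every change listed is at least 2-fold in A vs. E on the same arrays, and the paper does not state how the targets were chosen. At most B vs. F is therefore separate evidence.

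**Figure D5:**
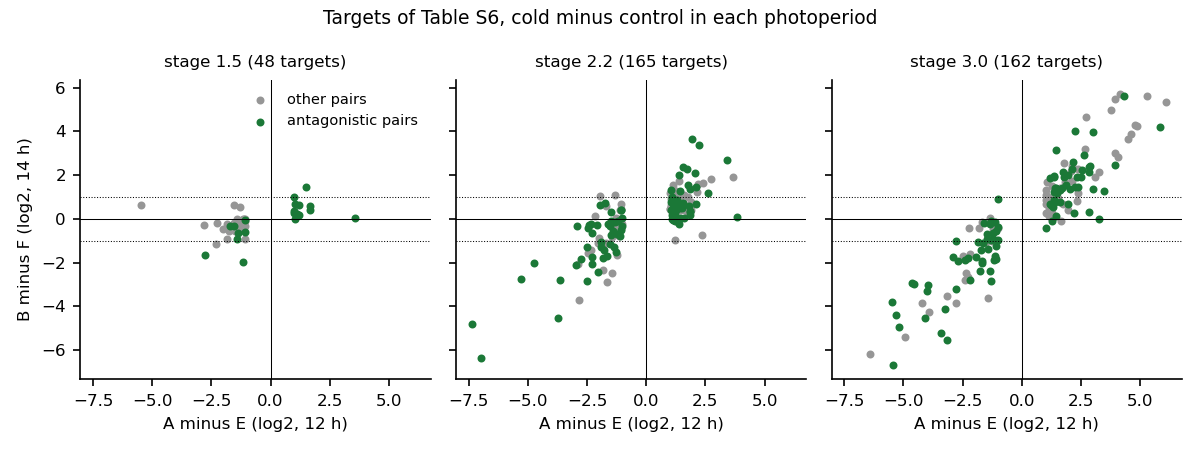
Log2 fold change of each target gene of Table S6 in A vs. E (x axis) and in B vs. F (y axis) at stages 1.5, 2.2 and 3.0. Green points are targets that changed against any of their listed miRNAs, grey points are the others, and dotted lines lie at 2-fold. Points beyond 2-fold in the same direction in both number 4, 56 and 108.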

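At stage 3.0, most targets that changed against any of their listed miRNAs were repeated in B vs. F, and at stages 1.5 and 2.2 fewer were. Some of these targets, such as ARF16, also changed in the same direction as another of their listed miRNAs. At least 2-fold in the same direction in B vs. F were 3 of 21 such targets at stage 1.5, 34 of 94 at stage 2.2 and 66 of 93 at stage 3.0. These shares too lay below those of all probe sets tested, with the same limit that some targets were too dim to be tested. With adjusted p from limma, 11 were called higher and 15 lower at stage 2.2, and 27 higher and 21 lower at stage 3.0. The miRNA side of each pair was not analysed here.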

Finally, 352 antagonistic miRNA–target pairs were identified, with 29, 161, and 172 pairs for stages 1.5, 2.2, and 3.0, respectively (Figure 9b and Supplementary Table S6). More antagonistic miRNA–mRNA pairs were observed for stages 2.2 and 3.0. Only one miRNA–target pair was in common during stages 1.5 and 3.0, but nine common miRNA–target pairs were found for stages 2.2 and 3.0. The expression patterns of all of the antagonistic expressed miRNA–target pairs are shown in Figure 9c. Finally, 138 DEMs and 206 putative target genes were included to form 352 negative miRNA–target pairs (Supplementary Table S6). 

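A putative miRNA target in pollen development was lower in cold anthers of stage 3.0, and one in microgametogenesis was higher. TraesCS6D02G212200, a target in pollen development, had a log2 expression of 3.40 ± 0.53 (SD, n = 2) in cold anthers of stage 3.0 and 8.44 ± 0.70 (SD, n = 2) in control anthers, a change of −5.05 (adjusted p = 1.04e-06 from limma). TraesCS4B02G290400, in microgametogenesis, was higher by 1.86 (adjusted p = 3.9e-05 from limma). TraesCS3A02G276100, in carbohydrate catabolic process, changed by −3.64 (adjusted p = 9.23e-07 from limma). At stage 3.0, 4 of 8 values in gametophyte development were called higher and 2 lower, 3 of 7 in pollen development higher and 2 lower, 2 of 4 in microgametogenesis higher, and 2 of 4 in carbohydrate catabolic process higher and 1 lower. At stage 2.2, TraesCS5B02G451400 was called higher, by 1.65 (adjusted p = 0.0299 from limma), a call lost without the filter on dim probe sets (adjusted p = 0.0502). TraesCS5D02G331100, in carbohydrate catabolic process, was called lower at stage 2.2, by −1.59 (adjusted p = 0.00144 from limma). With dim values raised to the 40th percentile, TraesCS6D02G212200 and TraesCS3A02G276100 changed by −3.01 and −2.34. These genes were named after their values were seen, the terms share genes, and no term was tested. All values counted are listed at 2-fold or more in A vs. E on these arrays, and some probe sets were too dim to be tested.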

GO analysis of the 206 targets revealed that biological processes such as carbohydrate catabolic process, microgametogenesis, gametophyte development, and pollen development were significantly represented (Figure 9d and Supplementary Table S7).

In the network of genetic regulation in organisms, the role of TFs is to regulate mRNA transcription, while the function of miRNAs is to regulate the stability of mRNAs and affect their translation after transcription. Among the 352 opposite miRNA–target pairs, miRNA–TF pairs were identified for three stages (Figure 10 and Supplementary Table S6). At stage 3.0, upregulated miR167e-3p repressed the expression of *ARF16* (TraesCS7D02G161900); the expression of the *Tify transcription factor* (TraesCS4D02G295900) was repressed by the upregulated miR5568c-3p; downregulation of miR1130 induced the expression of genes encoding WRKY34 (TraesCS4A02G193600) and bZIP (TraesCS2B02G113200). 

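ARF16 and the Tify gene were lower in cold anthers of stage 3.0, WRKY34 was higher, and bZIP did not pass the test. ARF16 had a log2 expression of 7.44 ± 0.11 (SD, n = 2) in the cold and 9.26 ± 0.15 (SD, n = 2) under control conditions, a change of −1.82 (standard error 0.45, adjusted p = 0.00606 from limma). The Tify gene changed by −1.91 (standard error 0.53, adjusted p = 0.0117 from limma), with −2.80 in A vs. E and −1.02 in B vs. F. WRKY34 was at 5.89 ± 0.54 (SD, n = 2) under control conditions and higher in the cold by 3.03 in A vs. E and 1.36 in B vs. F (adjusted p = 0.00632 from limma). At stage 2.2, WRKY34 was lower in the cold by −1.87 (adjusted p = 0.0299 from limma), a call lost without the filter on dim probe sets (adjusted p = 0.0529). bZIP changed by 0.28 in A vs. E and −0.59 in B vs. F at stage 3.0 (adjusted p = 0.722 from limma), and at stage 2.2 by 0.73 (adjusted p = 0.11 from limma).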

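The bHLH gene TraesCS2B02G289900 was higher in the cold at stage 2.5. At stage 2.5 its log2 expression was 7.84 ± 0.68 (SD, n = 2) in the cold and 5.20 ± 0.64 (SD, n = 2) under control conditions, a change of 2.64 (standard error 0.59, adjusted p = 0.0058 from limma). The change was 2.29 at stage 3.0 (adjusted p = 0.00769 from limma), a call lost with dim values raised to the 40th percentile of the array (adjusted p = 0.0633). It was 1.78 at stage 2.2 (adjusted p = 0.0489 from limma), a call lost without the filter (adjusted p = 0.083), with quantile normalization (0.0514), without the variance trend (0.0524) and without a photoperiod term (0.0723). The PHD gene TraesCS2A02G312700 was too dim to be among the probe sets tested. In a test of all probe sets it was higher at stage 2.2, by 1.04 (adjusted p = 0.0423 from limma) but by 0.06 with dim values raised to the 40th percentile, and at stage 3.0 its change was 0.22 (adjusted p = 0.67).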

The downregulation of miR6224a-3p and miR8612 induced the expression of *PHD transcription factor* (TraesCS2A02G312700) and *bHLH transcription factor* (TraesCS2B02G289900), respectively. Downregulated novel-m1862-3p induced the expression of a *TaGAMYB*-*like* gene, an orthologue of *HvGAMYB* (TraesCS3A02G336500) at stages 1.5 and 3.0. In addition, the downregulated miR159a induced the expression of *TaMYB65* (TraesCS1D02G307500, an orthologue of *MYB65* in Arabidopsis) during stage 2.2.

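TaMYB65 had a log2 expression of 6.55 ± 0.30 (SD, n = 2) in cold anthers of stage 2.2 and of 5.59 ± 0.24 (SD, n = 2) in control anthers. The change was 0.97 (standard error 0.32), with 1.35 in A vs. E and 0.59 in B vs. F. The gene's probe set is too dim to be among those tested, and in a test of all probe sets the adjusted p was 0.0744 from limma. At stage 3.0 the gene was lower in the cold, by −0.98 (adjusted p = 0.0385 from limma in that test), under 2-fold.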

Orthologues of GMS genes with potential roles in male sterility were also found in the negative miRNA–target pairs (Supplementary Table S6 and Figure 10). *TaDPW2* (TraesCS2B02G215000, an orthologue of *OsDPW2*) was negatively regulated by miR5281b during stage 1.5. 

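In anthers of stage 1.5, TaDPW2 had a log2 expression of 5.23 ± 0.23 (SD, n = 2) in the cold and of 7.42 ± 1.02 (SD, n = 2) under control conditions. It was lower in both pairs, by −2.75 in A vs. E and −1.63 in B vs. F. The mean change of −2.19 (standard error 0.87) did not pass the test (adjusted p = 0.462 from limma), although it passed the thresholds of the study.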

During stage 3.0, *TaMMD1* (TraesCS4D02G050000, an orthologue of *MMD1* in Arabidopsis) was negatively regulated by novel-m0652-5p. The expression of several miRNAs together with their target genes was studied using qRT–PCR (Figure 11). The expression of tae-miR156 was induced at all stages, but significantly induced at the middle uninucleate stage. The expression of *SPL* was repressed from the meiosis stage, but significantly repressed at the uninucleate stage. tae-miR160 and tae-miR167e were repressed at the vacuolated stage, but their putative target genes *GAMYB* and *ARF12* were both repressed at earlier stages. The expression of tae-miR160 was a little higher under cold conditions than under control conditions from the uninucleate stage, but *ARF18* was significantly repressed from the middle uninucleate stage. tae-miR2275-3p was repressed only during the vacuolated stage; its putative target genes were induced during the PMC and middle uninucleate stages but repressed under meiosis and vacuolated stages. The expression of miR159 was significantly repressed under cold conditions during the PMC and vacuolated stages, but its putative target gene *MYB65* was significantly induced during the middle and vacuolated stages. The expression of novel-miR0652 and novel-miR1862 differed in the expression data, but not in qRT–PCR validation. The putative target of novel-miR1862, *GAMYB*-*like* was induced at the PMC stage, but repressed at the middle and vacuolated stages.

### 2.9. Identification of miRNA Target Genes via Degradome Sequencing

Target gene validation is important to further understand the biological functions of miRNAs. To identify the targets cleaved by the candidate miRNAs identified in the present study, degradome sequencing was used for the cold- and control-treated BS366 anthers. In total, 36,647,546 and 27,244,395 raw reads were obtained from DF (degradome for anthers under fertile condition) and DS (degradome for anthers under sterile condition), respectively. After removing the reads < 15 nt and adaptors, 35,971,562 and 26,622,338 unique reads from the DF and DS libraries, respectively, were mapped to the wheat genome. The cleaved targets for miRNAs were identified based on a method in the CleaveLand pipeline [29]. The sliced target transcripts were categorized into five categories (0, 1, 2, 3, and 4) according to the relative abundance of the tags at the target sites. Targets in category 0 were evaluated as the most significant.

In our degradome dataset, 495 target transcripts for 572 known miRNA families were identified in the two libraries, corresponding to 1141 miRNA-target cleavage pairs. Of the 495 target transcripts, 115 (23.23%) were found in both libraries, 355 (71.72%) were found only in the DS library, and 41 (8.28%) were found only in the DF library (Supplementary Table S8). As expected, most of the transcripts targeted by the highly conserved miRNAs were associated with conserved target genes. miR160 targeted the *ARF17* gene (TraesCS1A02G156600) in both DS and DF libraries. The transcript levels of ARF17 were higher in the DS than those in the DF library (Figure 12a). Tae-miR159a targeted *MYB65* (TraesCS1A02G308100) in both DS and DF libraries. The reads of *MYB65* were more abundant in the DF library than in the DS library (Figure 12b). miR166 targeted *HB*-*HD*-*ZIP* genes (TraesCS1B02G173900, TraesCS1A02G157500) in both DS and DF libraries. The reads of *HD*-*Zip* were more abundant in the DF library than in the DS library (Figure 12c).

There are genes that could only be cleaved by corresponding miRNAs in the DS library. The cleavage of *ARF17* genes (TraesCS1B02G173700, TraesCS1D02G155100) was only observed in the DS library (Figure 13a,c). An NF-YA transcription factor encoding gene (TraesCS2A02G172500) was targeted by miR169a only in the DS library (Figure 13b). *TaAP2-A* (TraesCS2A02G514200) was targeted by miR172 only in the DS library (Figure 13d). Two TIR1 genes (TraesCS1B02G119100 and TraesCS1D02G099900) were cleaved by miR393 only under cold conditions (Figure 13e). A HD-Zip coding gene (TraesCS1D02G155200) was cleaved by miR166a under cold conditions (Figure 13f).

## 3. Discussion

### 3.1. The Potential Role of Conserved miRNAs in the Anther Development of Wheat

The fertility of TGMS lines is impaired by temperature. It has been reported that epigenetic regulation, such as DNA methylation and miRNA regulation, participates in male sterility in plant TGMS lines [8,30]. Several conserved miRNAs have been reported to be essential for reproductive development in plants, including miR156, miR159, miR160, miR164, miR165, miR167, miR169, miR319, miR2275, tae-miR160, tae-miR171, tae-miR396, and tae-miR2275 [14] (Figure 7). In this study, miR159 was found to be highly abundant and differentially expressed between cold and control conditions during stage 2.2. The miR159-GAMYB pathway is conserved in higher plants, where *GAMYB* expression promotes programmed cell death in seeds (aleurone) and anthers (tapetum) [31]. The closely related *MYB33* and *MYB65* genes of Arabidopsis have high sequence similarity to the barley (*Hordeum vulgare*) *GAMYB* gene. T-DNA insertional mutants were isolated for both genes, and an *myb33myb65* double mutant was defective in anther development [32]. In Arabidopsis, miR159 is a three-member gene family whose mature products differ by a single nucleotide. The three targets of miR159-*MYB33*, *MYB65*, and *MYB101* have been reported to be involved in vegetative to reproductive transition, anther development, male-specific cytokinesis, and programmed cell death (PCD) [32,33]. In this study, miR159a was predicted to negatively regulate *GAMYB transcription factor* (TraesCS1D02G307500), an orthologue of *MYB domain protein 65* (*MYB65*) in Arabidopsis. The cleavage of *TaMYB65* was validated in the degradome sequencing. These results suggest that miRNA159a-MYB65 may also have a function in BS366 male sterility. miR172 regulates *APETALA2* (*AP2*) and *AP2*-*like* genes. The role of miR172 in the regulation of flowering time and floral organs has been reported in Arabidopsis [20]. The cleavage of *TaAP2*-*1A* was only found in the cold-treated degradome. This result suggested that miR172-*AP2* may have a function in the male sterility of BS366.

### 3.2. Impaired Cell Plate Formation during Meiosis

Cellular trafficking is the foundation of cellular morphology and function. The Golgi apparatus plays an important role in the secretion and transportation of cellular vesicles during cellular trafficking [34]. During cytokinesis in plants, the physical insertion of a membranous cell plate depends on the cytokinetic apparatus of the phragmoplast [35]. It has been reported that Golgi-derived vesicles transport xyloglucans and other cell wall-containing materials to form the phragmoplast [36]. In this study, a defect in sterile BS366 was first observed during the dyad stage, with abnormal cell plate formation (Figure 2). A disrupted dynamic organization of phragmoplast microtubules and deposition of the cell plate under sterile conditions was observed in sterile BS366 at meiosis [37]. In the blue module, vesicle-mediated transport and Golgi vesicle transport were significantly repressed. The DEMs between cold and control conditions were mainly involved in Golgi vesicle transport, Golgi-associated vesicle membrane, and phragmoplast. The expression of putative vesicle-associated protein 2 was predicted to be repressed by miR6224a-3p during the 3.0 stage. Thus, miRNAs may play a critical role in the defective dyad and tetrad. Phragmoplasts in plants are composed of microtubules (MTs), microfilaments, motor proteins, and several regulators [38]. In the brown module, genes involved in microtubule cytoskeleton organization were induced under cold conditions (Figure 4). One gene (ACIP1) encoding a microtubule-associated protein was one of the hub genes in this module (Figure 4). Genes involved in tubulin binding, microtubule binding, and motor activity were differentially expressed between cold and control conditions from stage 2.2 (Figure 6). A *Tubulin 1* was targeted by miR5340 and miR5293 in the DS library. One *beta tubulin 6* was targeted by miR1155 in the DS library (Supplementary Table S8). These results suggested that cell plate formation is disturbed by the altered Golgi vesicle transport and phragmoplast formation, and miRNA regulation may play important roles in these processes.

### 3.3. Suppression of Lipid Metabolism Was Responsible for Male Sterility in BS366

Fatty acids and their derivatives are essential components of anther cuticle development and pollen wall formation; lipids are mainly synthesized in the tapetum and transported to the anther wall layers and pollen to promote anther and pollen wall development [39]. The anther cuticle is an extracellular lipidic layer that covers the anther surface [40]. The cuticle is an insoluble and hydrophobic matrix (cutin), which is formed almost exclusively by the interesterification of C16- and C18-polyhydroxy fatty acids [41]. Under cold conditions, the lipid metabolism, oxidation, and transport were repressed in the blue module (Figure 4 and Supplementary Table S2). Genes encoding LTPG6, lipase, and LTP2 involved in lipid transport were among the ten hub genes. Genes involved in lipid metabolism were differentially expressed between cold and control conditions as early as stage 2.2. The sporopollenin biosynthetic process and pollen exine formation were significantly represented. The cutin, suberine, and wax biosynthesis pathway was among the top 20 enriched pathways (Figure 6). The outer wall of pollen and spores, namely the exine, is composed of sporopollenin, which is highly resistant to chemical reagents and enzymes [39]. Sporopollenin, discovered in the outer exine layer of pollen walls, is a lipid- and phenolic-based polymer with high carbon, hydrogen, and oxygen cross-linking Phenylpropanoid pathway derivatives are essential components of sporopollenin in seed plants [42]. Lipid metabolism-related GMS genes involved in the biosynthesis and transport of sporopollenin and anther cutin have been discussed in maize, rice, and Arabidopsis [39]. Male GMS genes such as *OsDPW*, *OsDPW2*, *OsC6*, *AtMs2*, *AtACOS5*, *AtCYP703A2*, and *Zmms44* were previously reported to be involved in the biosynthesis and transport of sporopollenin and anther cutin. In this study, wheat orthologues of *OsDPW*, *AtMs2*, *AtACOS5*, and *AtCYP703A2* were repressed during stages 2.2 and 2.5 under cold conditions. 

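TaDPW2, the wheat orthologue of OsDPW2, was higher in cold than in control anthers of stage 3.0. Its log2 expression was 8.37 ± 0.55 (SD, n = 2) in the cold and 3.45 ± 0 (SD, n = 2) under control conditions. The change was 4.92 (adjusted p = 0.000629 from limma), with 5.31 in A vs. E and 4.54 in B vs. F. Its control arrays of stage 3.0 hold an equal dim value, so the size of the change depends on the lower limit of the arrays, and it was 2.93 with dim values raised to the 40th percentile.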

The orthologues of *Zmms44* and *OsDPW2* were induced during stage 3.0 under cold conditions. The expression of a wheat orthologue of *OsC6* was repressed during stages 2.5 and 3.0 under cold conditions. A wheat orthologue of *AtCER3*, a biosynthetic enzyme involved in the production of very long-chain alkanes, was repressed during stage 2.2, 2.5, and 3.0 [43]. It has been reported that glycerol-3-phosphate acyltransferase (GPAT) is mainly involved in anther cutin biosynthesis. Mutation of *AtGPAT6* causes defective tapetum development and leads to the abortion of pollen grains and defective pollen wall formation [44]. Two wheat orthologues of *AtGPAT6* were repressed under cold conditions during stage 3.0. *OsABCG26* was responsible for the transport of cutin to form the anther cuticle [45]. The expression of *TaABCG26*, an orthologue of *OsABCG26*, was repressed under cold conditions. All of these results indicated that the specific repression of lipid- and fatty acid-related processes might impair the cuticle and pollen exine formation in BS366.

### 3.4. The Auxin Signaling Pathway Is Essential to Male Sterility in BS366

The plant hormone auxin plays a critical role in nearly all aspects of plant development including embryogenesis, organogenesis, and reproductive development [46,47]. Auxin regulates transcriptional response via its receptors, TRANSPORT INHIBITOR RESISTANT 1 (TIR1) and AUXIN F-BOX (AFB) [48]. The auxin signaling module is composed of auxin response factors (ARFs), which can either activate or repress the downstream target genes through binding to auxin response elements (AuxRE; TGTCTC/GAGACA) in the promoters [49]. miR160, miR167, and miR393 are involved in auxin signaling through targeting *ARFs*, *AFB*, and *TIR1*, respectively [50]. Studies have shown that auxin regulates anther dehiscence, pollen maturation, and filament elongation during late anther development [51,52]. Plants expressing miR160-resistant *ARF17* showed abnormal stamen structure and reduced fertility [53]. The absence of primexine in the *arf17* mutant leads to pollen wall patterning defects and pollen degradation [54]. This indicates a potential role for *ARF17* in plant fertility. In the degradome data, TraesCS1A02G156600 (*ARF17*-*1A*) was cleaved by miR160 under both conditions, but more cleaved reads were found under control conditions. The cleavage of TraesCS1B02G173700 (*ARF17*-*1B*) and TraesCS1D02G155100 (*ARF17*-*1D*) by miR160 was only found under cold conditions. ARFs interact with auxin/indole acetic acid repressors (Aux/IAAs), which themselves form co-receptor complexes with one of six TIR1/AFB proteins [55]. Two *TIR1* genes (TraesCS1B02G119100 and TraesCS1D02G099900) were cleaved by miR393 under cold conditions. 

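The genes of the Aux/IAA proteins IAA12, IAA14 and IAA15 were lower in cold anthers of stage 3.0. IAA15 had a log2 expression of 8.26 ± 0.26 (SD, n = 2) in the cold and 11.75 ± 0.38 (SD, n = 2) under control conditions, a change of −3.49 (standard error 0.25, adjusted p = 2.64e-07 from limma). At stage 2.2, IAA15 was higher in the cold, by 1.35 (adjusted p = 0.00308 from limma). IAA12 and IAA14 changed by −5.16 and −3.92 at stage 3.0 (adjusted p = 4.3e-06 and 3.16e-07 from limma). In the cold, IAA12 was at 2.36 ± 0.10 (SD, n = 2), near the lowest value of the arrays, 2.28, and with dim values raised to the 40th percentile IAA12 and IAA14 changed by −2.08 and −2.21. IAA18 was not among the probe sets tested, and its changes were −0.66, 0.69, −0.88 and −0.12 at stages 1.5, 2.2, 2.5 and 3.0, none of which passed a test of all probe sets (adjusted p = 0.957, 0.44, 0.27 and 0.934 from limma). Table S9 takes these gene names from matched proteins.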

Several Auxin-responsive protein-coding genes, including *IAA12*, *IAA14*, *IAA15*, and *IAA18*, were repressed in BS366 under cold conditions. Auxin-induced protein-coding genes were repressed under cold conditions (Supplementary Table S9). Thus, the cleavage of *TIR1* and *AFR17* may result in male sterility in BS366 through pollenwall pattern formation.

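Genes of auxin-induced proteins were lower in cold anthers, most of all at stage 3.0. The 5NG4 gene on chromosome 7A had a log2 expression of 2.37 ± 0.12 (SD, n = 2) in cold anthers of stage 3.0 and of 10.59 ± 0.13 (SD, n = 2) in control anthers, a change of −8.23 (standard error 0.98, adjusted p = 2.39e-05 from limma). The 5NG4 genes on chromosomes 7B and 7D changed by −7.61 and −6.14 (adjusted p = 1.07e-05 and 4.07e-06 from limma), and another auxin-induced protein gene by −1.36 (adjusted p = 0.000761 from limma). The 5NG4 genes lie near the lowest value of the arrays in the cold, so these sizes depend on that limit, and with dim values raised to the 40th percentile they were −5.16, −5.19 and −2.99 for 7A, 7B and 7D. At stage 2.5, the genes on chromosomes 7A and 7B were lower by −2.96 and −3.46 (adjusted p = 0.0392 and 0.00822 from limma), calls that were lost without the filter on dim probe sets or a photoperiod term for 7A (adjusted p = 0.0631 and 0.0565) and with dim values raised to the 40th percentile of the array for 7B (adjusted p = 0.0593). The change on 7A was −1.02 in A vs. E and −4.90 in B vs. F, and that on 7B was −1.46 with dim values raised. ARF5 was lower at stage 3.0, by −2.19 (adjusted p = 0.000932 from limma). ARF17 on chromosome 1B changed by 0.78 at stage 2.2 (adjusted p = 0.0183 from limma), under 2-fold, and by −0.01 at stage 3.0 (adjusted p = 0.971). Of the 16 probe sets of Table S9 that were tested, 11 were lower and none higher at stage 3.0, 4 were lower at stage 2.5, 1 was higher (IAA15) and 1 lower (5NG4 on 7B) at stage 2.2, and none was called at stages 1.5 and 2.0, where smaller effects can have been missed. With dim values raised to the 40th percentile, 2 were lower at stage 2.5 and none at stage 2.2, where the call on 7B was also lost without the filter (adjusted p = 0.0658 from limma). Of the 10 too dim to be tested, a limma test of all probe sets called 5 lower and 2 higher at stage 3.0 and 1 higher, ARF13, and 1 lower at stage 2.5. The study chose Table S9 on these arrays, so the tally is not independent evidence, and the control arrays of stage 3.0 stand apart from all others. Of 14 probe sets in the fixed auxin list, which uses the descriptions of Table S9, 10 were lower at stage 3.0, and 10 when adjusted over the list alone. As a group they were lower than other probe sets (camera, adjusted p = 1.3e-05), although with an estimated correlation the adjusted p was 0.292. Since the list draws on genes that the study found changed on these arrays, this group result is not independent evidence either.

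**Figure D6:**
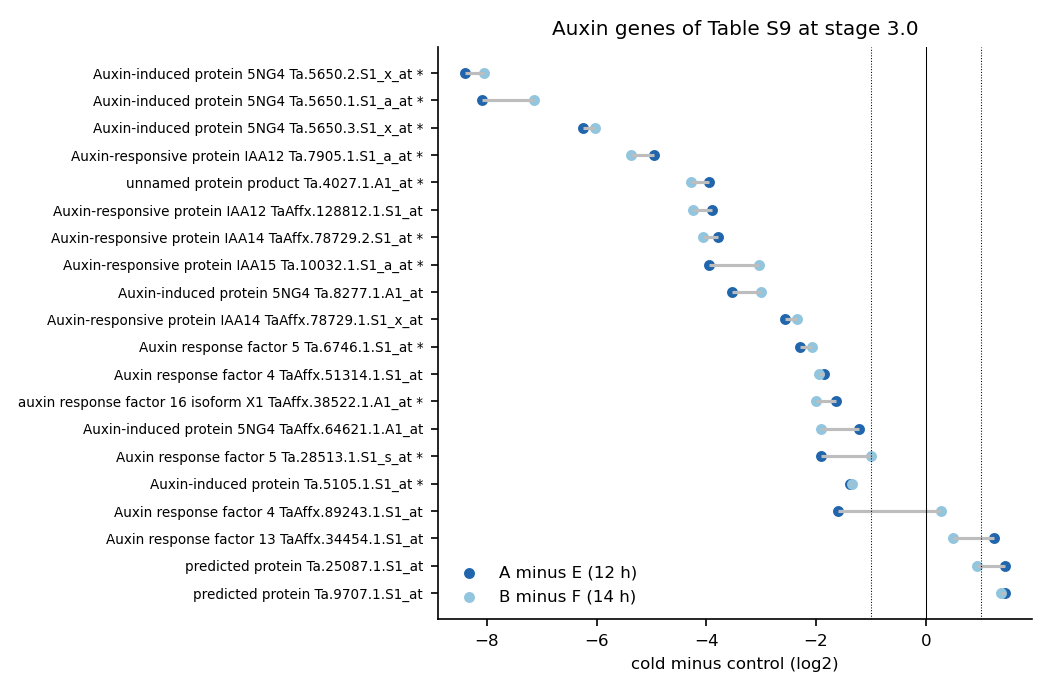
Log2 change between cold and control anthers of stage 3.0 for the probe sets that Table S9 lists at that stage, with joined points for A vs. E and B vs. F. Asterisks mark the 11 probe sets called at an adjusted p under 0.05 and 2-fold.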

## 4. Materials and Methods

### 4.1. Plant Materials

BS366 is a temperature-sensitive genic male sterile line. It is male sterile at 12 °C (cold) and male fertile at 20 °C (control) with 12 h daylight. Seeds of BS366 were planted in plastic pots in early October. The plastic pots were embedded in the ground in early October 2021 and moved into the greenhouse after natural vernalization. Before the five-leaf stage, ten pots of BS366 plants of uniform growth were selected and then randomly assigned to the cold and control temperature groups. The cold and control treatments of BS366 were carried out according to Liu et al. [56].

### 4.2. Phenotypic Analysis of BS366

Ten BS366 plants were used for the pollen viability evaluation. Anthers from three middle florets of one spike were mixed into three replicates to assess the pollen viability per plant. Anthers were separately crushed and stained with 1% iodine-potassium iodide (I_2_-KI) solution. The fertile pollen ratio of each replicate was calculated for the cold- and control-treated BS366. BS366 plants of uniform growth were selected and then bagged at heading stage. Ten individual plants with three main spikes were chosen for phenotype evaluation. Spikelet seed-setting rate was calculated using (Number of spikelet seeds per ear/Total number of spikelets per ear) × 100% at maturity stage. For microspore phenotype observation, anthers at respective stages under both conditions were collected and fixed in FAA solution (formaldehyde:glacial acetic acid:50% ethanol = 5:5:9). To evaluate pollen viability, cold and control anthers were separately crushed, stained with 1% I_2_-KI solution and photographed under an Olympus BX-53 microscope (Tokyo, Japan). For microspore phenotype observation, the anthers were mashed with tweezers to release the pollen and dyed with improved carbol fuchsin solution. Photographs of microspores and pollen were obtained using an Olympus BX-53 microscope (Tokyo, Japan).

### 4.3. Data Acquisition

The microarray analysis was primarily based on previous Affymetrix microarray data [37]. Samples were collected from different developmental stages of the TGMS line BS366 under different treatment conditions (A, 10 °C with 12 h light/12 h dark; B, 10 °C with 14 h light/10 h dark; E, 20 °C with 12 h light/12 h dark; F, 20 °C with 14 h light/10 h dark). The small RNA and degradome data were downloaded from the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/, accessed on 21 July 2020) with the accession numbers GSE36867 and GSE37134. The sequences of all of the transcripts used to design the probes used in the Affymetrix GeneChip Wheat Genome Arrays (Affymetrix, Santa Clara, CA, USA) were downloaded (https://www.thermofisher.com/, accessed on 21 July 2020) and blasted against the IWGSC reference v1.1 genome with a cut off of 1 × 10^−10^ to convert all of the Array IDs into gene IDs. Only Array IDs that had corresponding genes were retrieved for further analysis.

### 4.4. Bioinformatics Analysis

All array IDs in the Affymetrix GeneChip Wheat Genome Arrays were annotated to the IWGSC reference v1.1 genome, and the array IDs were transformed into gene IDs. For genes with more than one array ID, only the one with a higher average expression level was used for the latter analysis. Differentially expressed genes were analyzed using the limma package in R with a cut-off *p* value less than 0.05 and fold change greater than 2 [57]. After filtering the low-quality reads and removing the adaptor sequences in the small RNA sequencing, clean reads (sRNAs) in the range of 18–30 nt were retained for further analysis. All of the unique sequences were aligned to the IWGSC reference v1.1 genome to obtain tag expression and genomic location information using SOAP [58]. Reads that mapped to wheat rRNA, tRNA, scRNA, snRNA, or snoRNA were removed based on blasting against the National Center for Biotechnology Information (NCBI) (http://www.ncbi.nlm.nih.gov/ accessed on 12 August 2020) and Rfam RNA family databases with default settings. The remaining tags were blasted against the wheat database and then the other plant databases in miRBase release 20 (http://mirbase.org/ accessed on 13 August 2020), using the BLAST search to identify the known miRNAs [59]. Reads that did not annotate to any category were used to predict novel miRNAs using the miRNA prediction program MIREAP (http://sourceforge.net/projects/mireap/, accessed on 15 August 2020). The clean reads for each miRNA were normalized using the following formula: normalized expression (TPM) = mapped read count/total reads × 1000,000. The differentially expressed miRNAs were identified using DEGseq with a threshold of fold change higher than 2 and a *p* value lower than 0.05 [60]. The miRNA targets were predicted using psRobot and TargetFinder software. The Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) analysis was carried out for DEGS in the array data and the target genes of the miRNAs using TBtools [61].

Raw reads of degradome sequencing data were preprocessed to remove adapters and low-quality tags. Clean tags were aligned to the GenBank and Rfam 11.0 databases to annotate the rRNA, tRNA, scRNA, snRNA, and snoRNA, and were mapped to the wheat genome to obtain cDNA sense and antisense tags. The tags mapped to cDNA or mRNA sequences were used to predict the cleavage sites. PAREsnip (http://srna-workbench.cmp.uea.ac.uk/tools/paresnip/, accessed on 28 August 2020) and CleaveLand 3.0 (http://sites.psu.edu/axtell/, accessed on 28 August 2020) were used to identify potentially cleaved targets. All targets were classified into five categories (0, 1, 2, 3, and 4) according to a previous study [62]. Based on the expression characteristics of the wheat transcriptome data, t-plots were built for the high-efficiency analysis of the potential miRNA targets.

### 4.5. Weighted Gene Co-Expression Network Analysis

Gene co-expression networks were constructed using the Weighted Gene Co-Expression Network Analysis (WGCNA) package in R software. The soft-thresholding power β was calculated in the construction of each module using the pickSoftThreshold function of the WGCNA. This method provides a suitable power value for network construction by calculating the scale-free topology fit index for a set of candidate powers, ranging from 1 to 30. In this way, the appropriate power was determined when the index value for the reference dataset exceeded 0.85. Once the soft-thresholding power value was set, the WGCNA algorithms were used to construct the co-expression modules in R software. A one-step network construction method was used to identify the co-expression modules using the blockwiseModules function. The minimum number of genes for each module was set at 40. Network visualization for genes in each module and network between miRNAs and their targets were performed using Cytoscape software version 3.7 [63] with a cut-off of the weight parameter at 0.3.

### 4.6. Sample Preparation, RNA Isolation, and Real-Time qRT–PCR

Anthers of BS366 under different conditions were sampled from three main spikes of fifteen individual plants at the pollen mother cell (PMC) stage, meiosis stage, early uninucleate stage, middle uninucleate stage, and vacuolated stage. All samples were frozen in liquid nitrogen and stored at −80 °C. Total RNA was extracted using TRIzol Reagent (Invitrogen Corp., Carlsbad, CA, USA). The concentration and quality were determined with a Nanodrop spectrophotometer and 1% agarose gel electrophoresis. For real-time qRT–PCR, cDNA was synthesized according to the manufacturer’s instructions (PrimeScript™ RT reagent Kit with gDNA Eraser, Takara; miRcute Plus miRNA qPCR Kit, TIGEN). Differentially expressed genes and miRNAs were validated with a CFX96 Touch™ Real-Time PCR Detection System (Bio-Rad Laboratories, Hercules, CA, USA) using SYBR Green II (Takara). Expression levels of the mRNAs in the samples were normalized against the endogenous wheat actin gene with primer sequences 5′-TACTCCCTCACAACAACCG-3′ and 5′-AGAACCTCCACTGAGAACAA-3′. The expression levels of the miRNAs were normalized using miR-U6 with the primer sequence 5′-GCCTGACACGCACAAATCGAGAAAT-3′. The relative expression levels were calculated using the 2^−ΔΔCt^ method. All the expression analyses were carried out with three technique and biological replicates. Primer sequences were designed using Primer3 input version 4.0.0 (http://primer3.ut.ee/, accessed on 12 June 2021) and primer premier5. The primers for expression validation are listed in Supplementary Table S10.

## 5. Conclusions

In this study, the differential regulation of Golgi vesicle transport and phragmoplast formation processes were responsible for defective cell plate formation in the dyads and tetrads during meiosis. DEGs involved in lipid metabolism, the sporopollenin biosynthetic process, and pollen exine formation may be essential to shrinking microspores at the vacuolated stage. The specific cleavage of *ARF17* and *TIR1* by miR160 and miR393 repressed the auxin signaling pathway during pollen wall pattern formation under cold conditions. The results of our work on these differentially expressed miRNAs and their targets in anthers provide a new understanding of TGMS wheat, which will help us better understand the potential regulatory mechanisms of male sterility in the future.

## Figures and Tables

**Figure 1:**
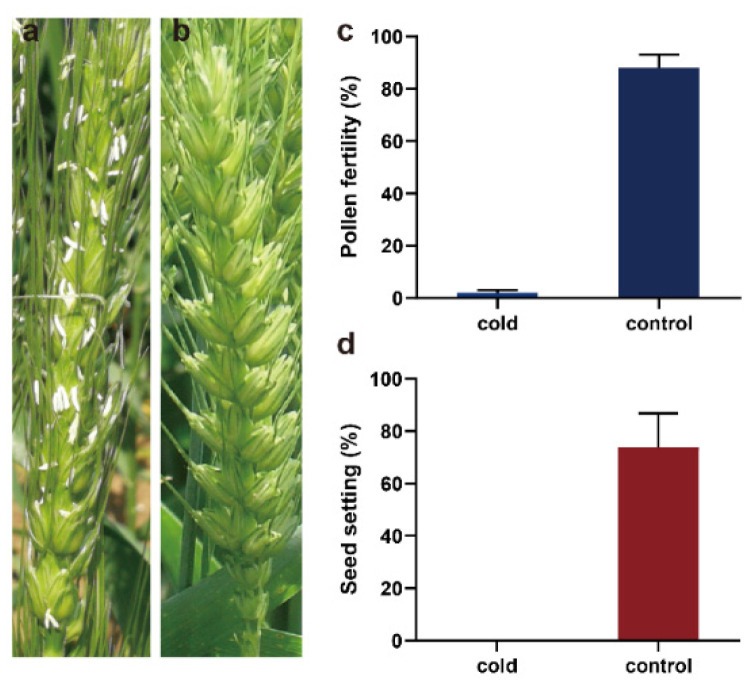
Phenotypic characterization of BS366 under cold and control conditions. Images of control- (**a**) and cold-treated (**b**) BS366 spikes at anthesis; the pollen fertility (**c**) and seed setting (**d**) of BS366 under cold and control conditions.

**Figure 2:**
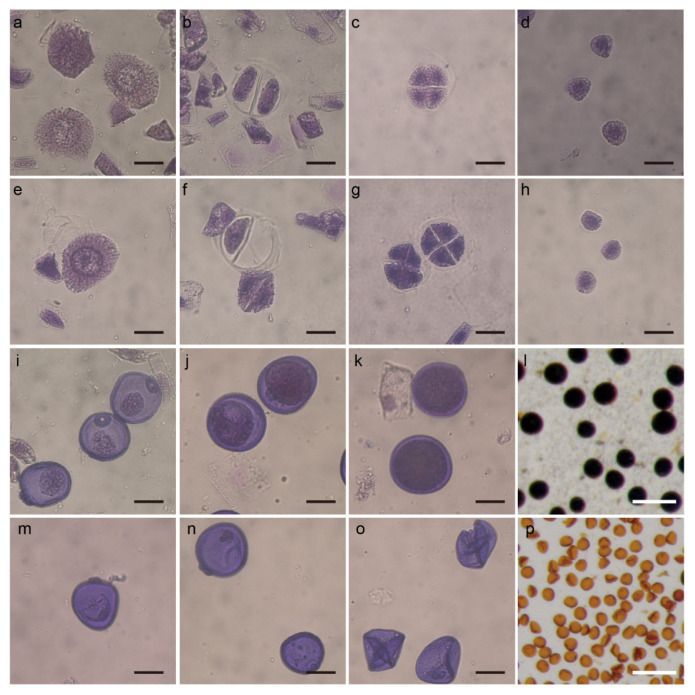
The microspores of BS366 under cold and control conditions. Microspores under control (**a**–**d**,**i**–**l**) and cold (**e**–**h**,**m**–**p**) conditions. Meiotic interphase (**a**,**e**), meiotic dyad (**b**,**f**), meiotic tetrad (**c**,**g**), early uninucleate stage (**d**,**h**), vacuolated stage (**i**,**m**), binucleate stage (**j**,**n**), and mature pollen stage (**k**,**o**). Pollen grains of BS366 under control (**l**) and cold (**p**) conditions stained with I_2_-KI. Bars in (**a**–**k**,**m**–**o**) 20 μm; bars in (**c**,**d**) 100 μm.

**Figure 3:**
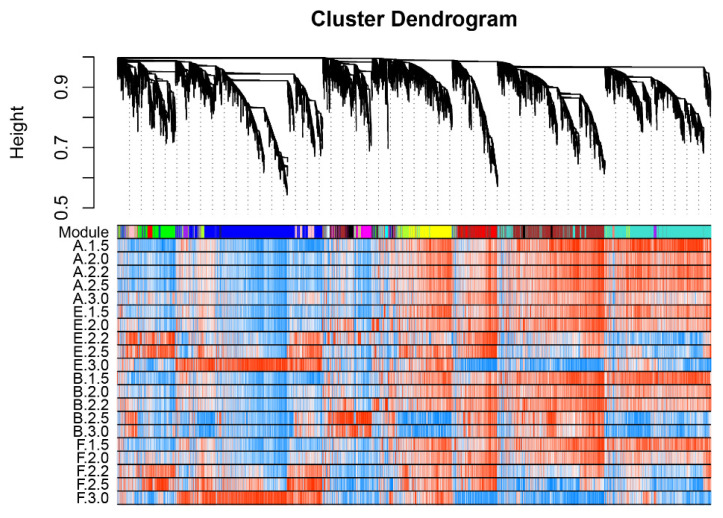
Clustering dendrograms and expression heatmap of all the expressed probes obtained via hierarchical clustering of topological overlapping dissimilarity. A total of 18 co-expression modules were constructed and are shown in different colors. Blue and red in the heatmap indicate low and high expression, respectively.

**Figure 4:**
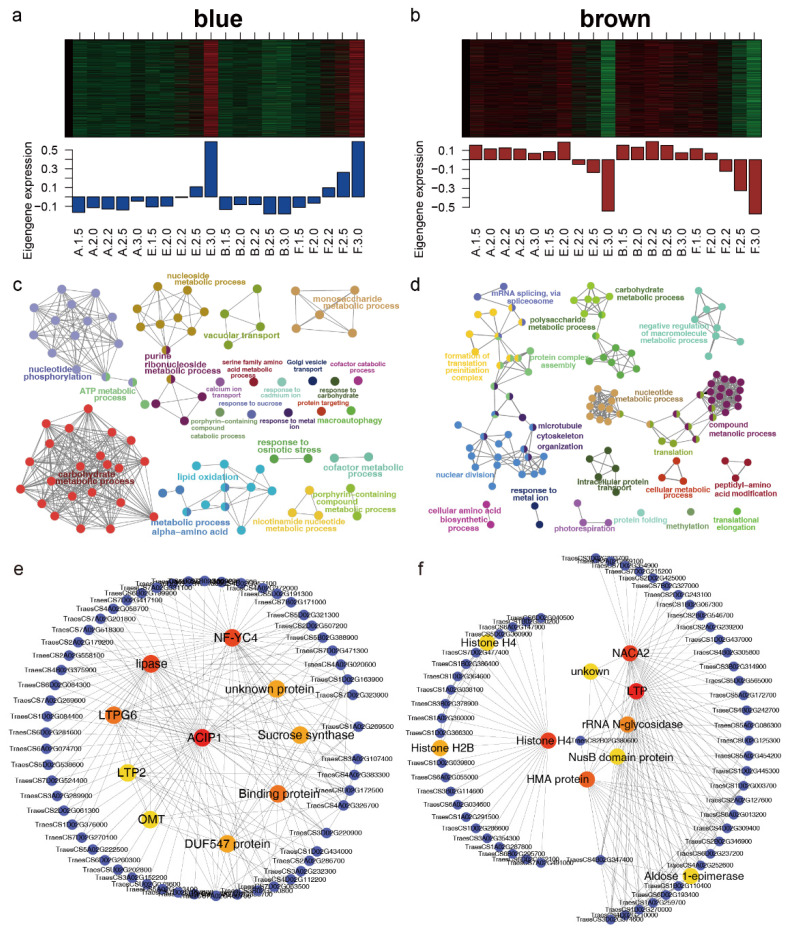
Expression and gene ontology (GO) analysis of genes in the blue and brown modules. Gene expression pattern in the blue (**a**) and brown (**b**) modules: In the heatmap, red indicates upregulated genes, black indicates neutral genes, and green indicates downregulated genes. The bar plots show the eigengene values. The GO analysis of genes in the blue (**c**) and brown (**d**) modules: All of the biological processes were fused using ClueGO, and processes with similar functions were clustered into 25 (**c**) and 20 (**d**) clusters. The names of the significantly represented clusters are shown in larger and colored fonts. Cycles with different colors indicate that the GO term can be associated with different groups. The other GO terms are shown in smaller and gray font. Gene co-expression network of genes in the blue (**e**) and brown (**f**) modules: The top 200 connections are shown for each module. Genes with the top 10 connections are shown in larger sizes and are colored red to yellow. Red and yellow indicate higher and lower numbers of interactions between the genes, respectively, and orange indicates the median number of interactions of genes.

**Figure 5:**
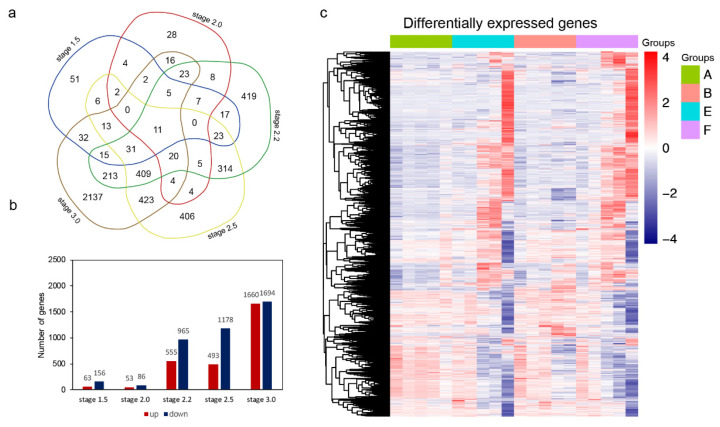
Differentially expressed genes between cold and control conditions. (**a**) Venn diagram of all the differentially expressed genes at five stages. (**b**) Number of differentially expressed genes that were up- or downregulated at each stage. Up means upegulated under cold conditions compared to the control conditions at respective stages. (**c**) Hierarchical cluster analysis of all differentially expressed genes.

**Figure 6:**
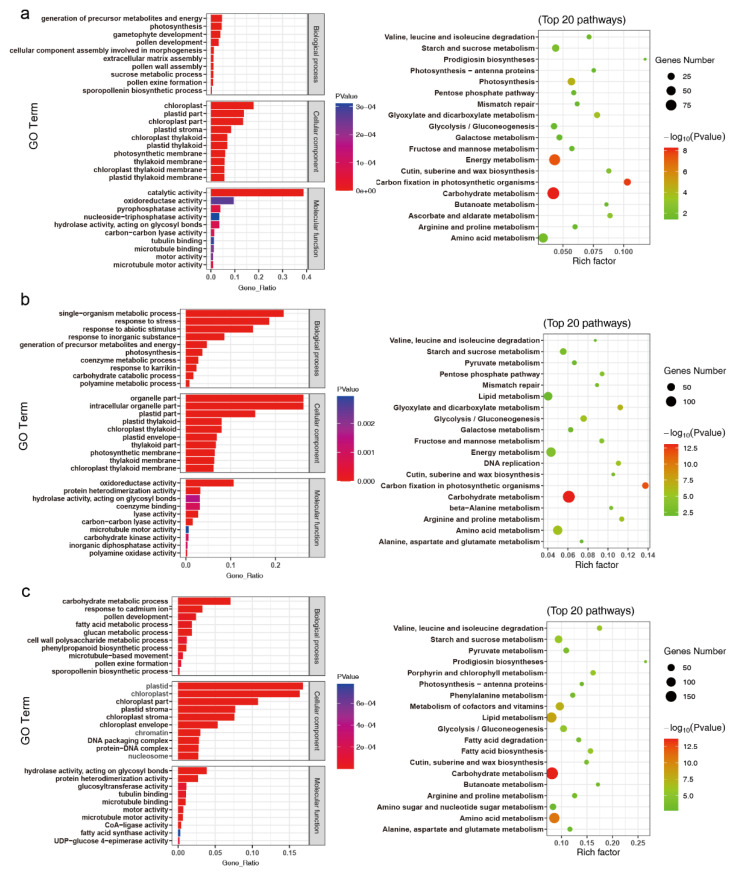
Functional analysis of differentially expressed genes between cold and control conditions. GO and KEGG analysis of DEGs between cold and control conditions at stages 2.2 (**a**), 2.5 (**b**), and 3.0 (**c**). Left, GO enrichment analysis; right, KEGG analysis.

**Figure 7:**
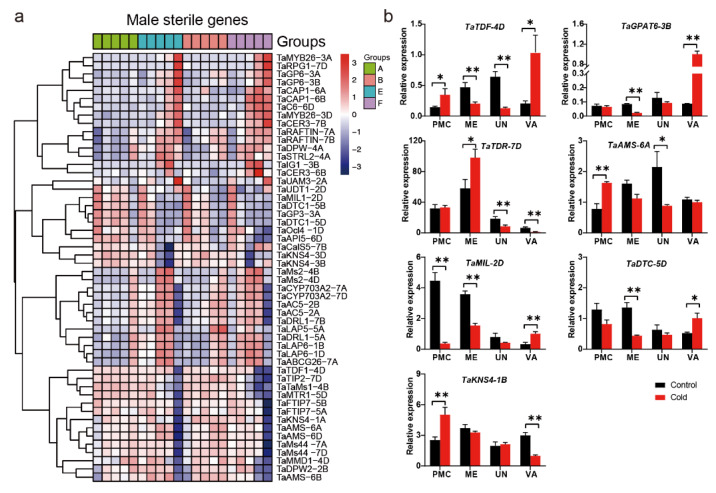
The expression and validation of genic male sterility genes. (**a**) Heatmap of the differentially expressed male sterility genes during three developmental stages. (**b**) qRT–PCR analysis of the selected male sterility genes. Asterisks indicate significant differences between cold and control conditions (Student’s *t*-test, * *p*-value < 0.05, ** *p*-value < 0.01). PMC, pollen mother cell stage; ME, meiosis stage; UN, uninucleate stage; VA, vacuolated stage.

**Figure 8:**
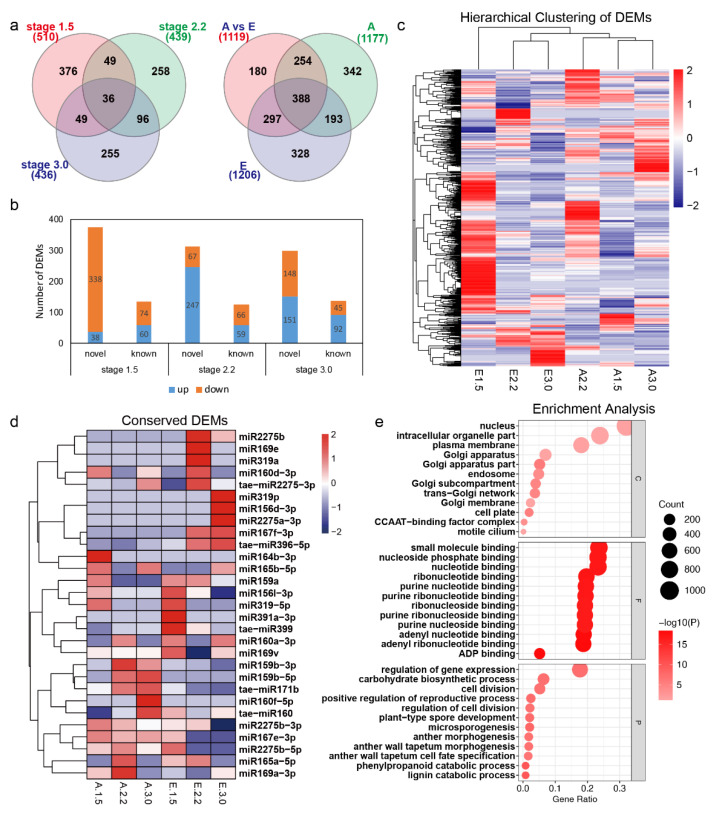
Differentially expressed miRNAs between cold and control conditions at the respective stages. (**a**) Venn diagram of the differentially expressed miRNAs at stages 1.5, 2.2, and 3.0 (left); Venn diagram of the differentially expressed miRNAs in cold and control conditions, and the DEMs between the cold and control conditions. (**b**) The up- and downregulation of DEMs between cold and control conditions. (**c**) Expression heatmap for all DEMs in/between cold and control conditions. (**d**) Heatmap of the conserved known DEMs mentioned. (**e**) GO analysis of the predicted targets for the DEMs between cold and control conditions. A and E in (**a**) represent cold and control; C, F, and P in (**e**) indicate cellular component, molecular function, and biological process, respectively.

**Figure 9:**
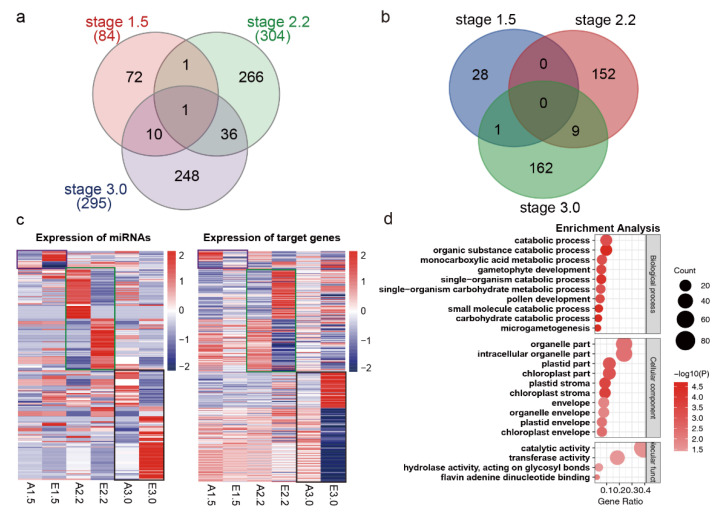
The predicted opposite miRNA–mRNA pairs and functional analysis. (**a**) Differentially expressed miRNA–target pairs identified in the array and miRNA sequencing data. (**b**) Heatmap of the differentially expressed miRNA–target pairs with opposite expression patterns. miRNAs and genes with opposite expression patterns were framed using the same color in the heatmap for miRNAs and genes. The purple, red, and black frames represent opposite miRNAs and target genes at stages 1.5, 2.2, and 3.0, respectively. (**c**) Venn diagram of the predicted opposite miRNA–mRNA pairs at three developmental stages. (**d**) GO analysis of the target genes from the opposite miRNA–mRNA pairs.

**Figure 10:**
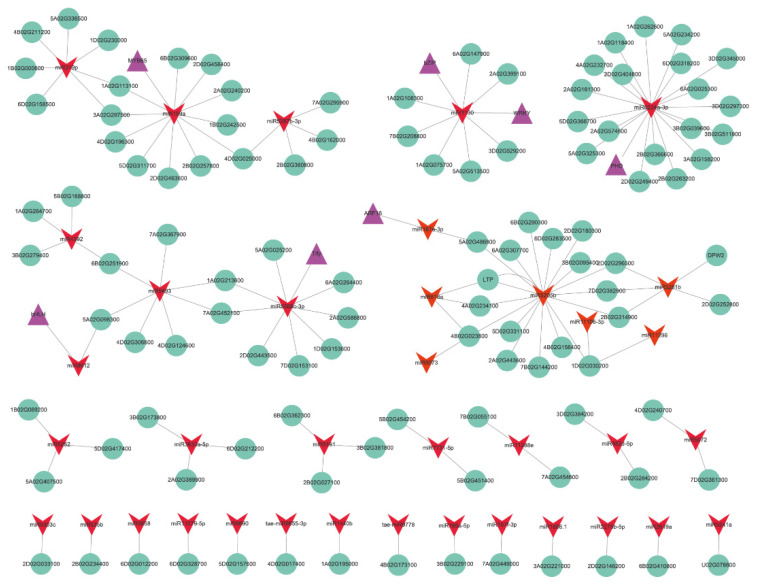
The predicted opposite miRNA–mRNA pairs for known DEMs between the cold and control conditions. Red V-shape represents miRNAs; green circle represents genes; purple triangle represents transcription factors.

**Figure 11:**
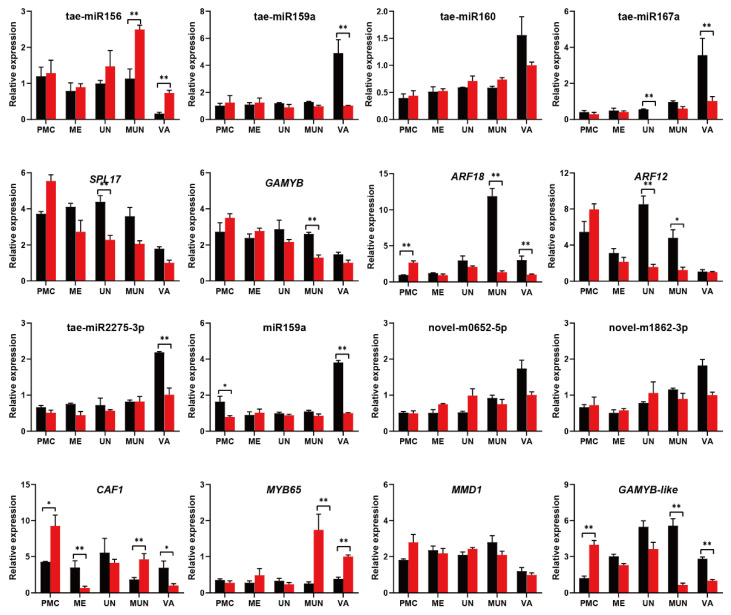
Expression of conserved miRNAs and target genes at different developmental stages between cold and control conditions. F indicates control conditions, S indicates cold conditions. Asterisks indicate significant differences between cold and control conditions (Student’s *t*-test, * *p*-value < 0.05, ** *p*-value < 0.01). PMC, pollen mother cell stage; ME, meiosis stage; UN, uninucleate stage; MUN, middle uninucleate stage; VA, vacuolated stage.

**Figure 12:**
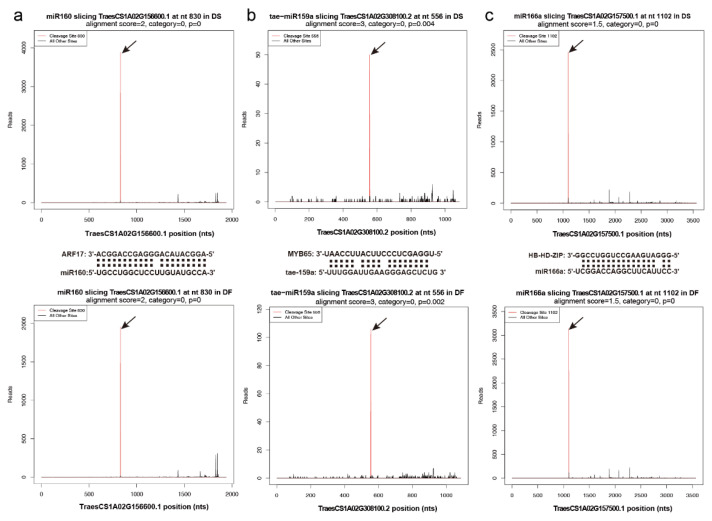
T-plots of representative miRNA targets under cold and control conditions. (**a**) The T-plots of *ARF17* targeted by miR160. (**b**) The T-plots of *MYB65* targeted by tae-159a. (**c**) The T-plots of *HB*-*HD*-*ZIP* targeted by miR166a. Upper panel, cold conditions; lower panel, control conditions. The red line represents the sliced target transcripts and is indicated by an arrow. The alignments show the miRNA with a portion of its target sequence (middle panel).

**Figure 13:**
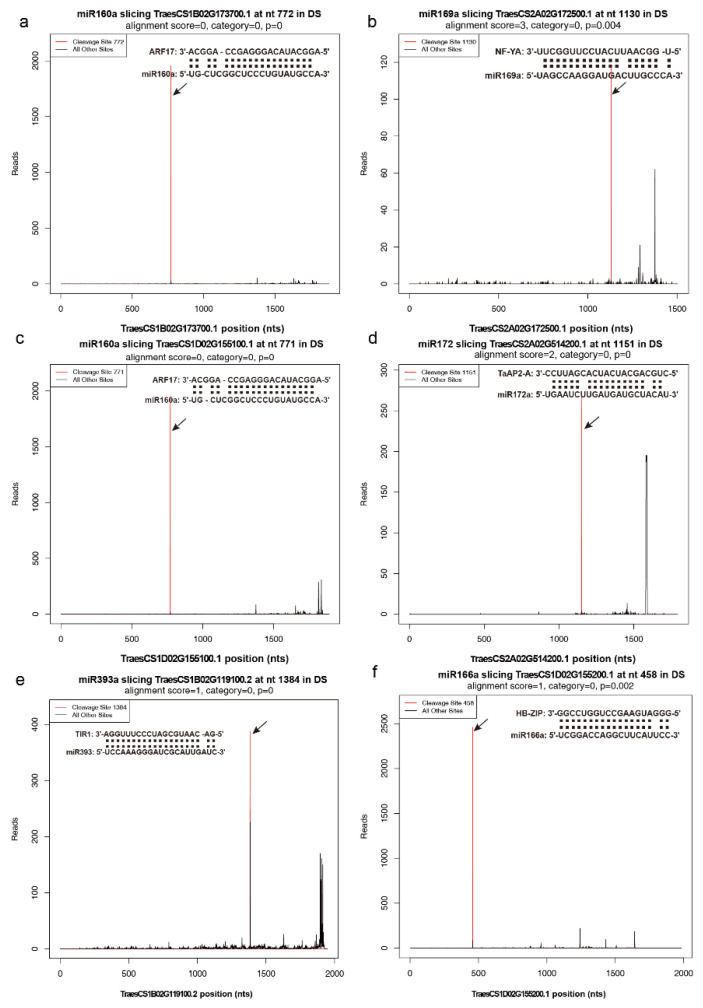
T-plots of representative miRNA targets under cold conditions. (**a**) The T-plots of *ARF17* targeted by miR160a. (**b**) The T-plots of *NF-YA* targeted by miR169a. (**c**) The T-plots of *ARF17* targeted by miR160a. (**d**) The T-plots of *TaAP2*-*A* targeted by miR172. (**e**) The T-plots of *TIR1* targeted by miR393. (**f**) The T-plots of *HD-ZIP* targeted by miR66a. The red line represents the sliced target transcripts and is indicated by an arrow. The alignments show the miRNA with a portion of its target sequence.

## Data Availability

The microarray data used for this study are deposited at the National Center for Biotechnology Information Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/, accessed on 1 June 2022) under accession number GSE200128. The small RNA and degradome data were downloaded from the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/, accessed on 21 July 2020) with the accession numbers GSE36867 and GSE37134.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23158057/s1.

# Supplementary material for: Integrated Analysis of Microarray, Small RNA, and Degradome Datasets Uncovers the Role of MicroRNAs in Temperature-Sensitive Genic Male Sterility in Wheat
**Source:** Int J Mol Sci. 2022 Jul 22;23(15):8057. doi: 10.3390/ijms23158057
**Supplement:** Supplementary file 1

Integrated Analysis of Microarray, Small RNA, and Degradome Datasets Uncovers the Role of MicroRNAs in Temperature-Sensitive Genic Male Sterility in Wheat

Yongjie Liu^{1,2,†}, Dan Li^{1,2,†}, Shengquan Zhang¹, Liping Zhang^{1,2}, Jie Gong^{1,2}, Yanhong Li^{1,2}, Jiamin Chen^{1,2}, Fengting Zhang¹, Xiangzheng Liao¹, Zhaobo Chen¹, Yongbo Wang¹, Binshuang Pang^{1,2}, Jinxiu Ma¹, Xianchao Chen¹, Jiangang Gao¹, Changping Zhao^{1,2,*} and Shiqing Gao^{1,2,*}

- † These authors contributed equally to this work.

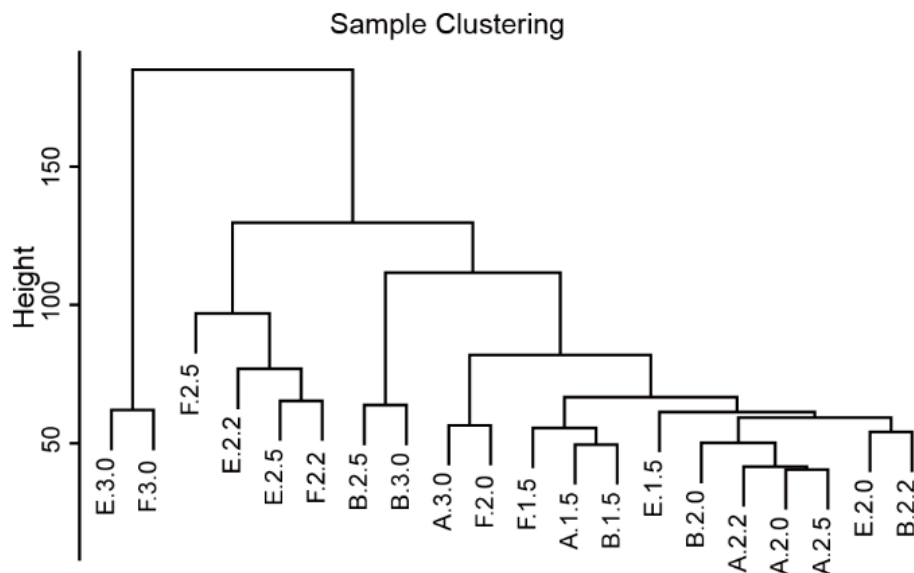

Figure S1 Sample clustering to detect outliers. All the samples were in the cluster. All samples have passed the cuts.

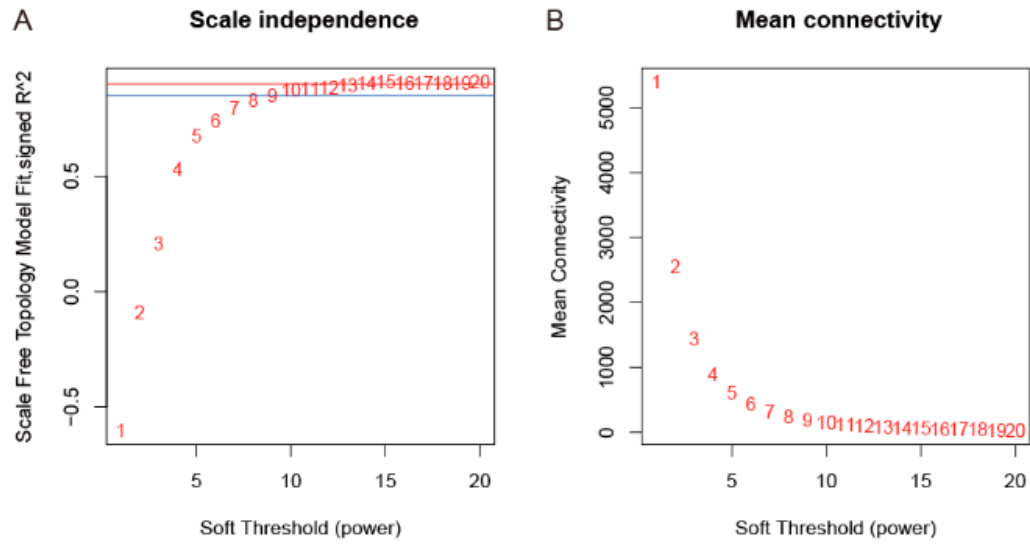

Figure S2 Simulation of soft thresholds and evaluation of weighted network properties for all the expressed genes. (A) The scale-free fit index (y-axis) as a function of the soft-threshold power (x-axis). (B) The mean connectivity (degree, y-axis) as a function of the soft-threshold power (x-axis). Blue line in (A) indicate a scale independence reaches 0.85 and red line indicate 0.90.

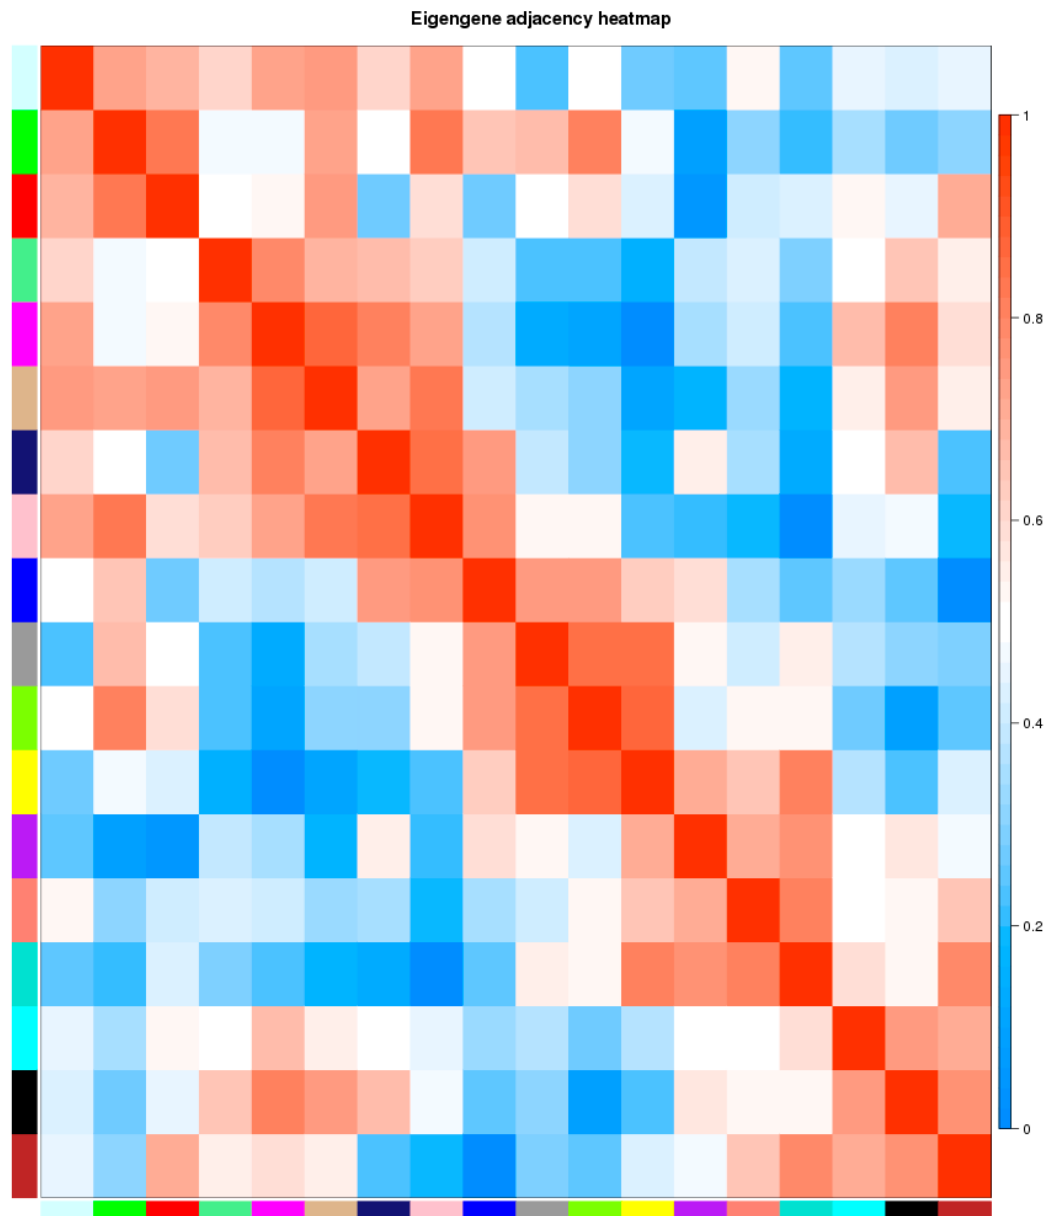

Figure S3 Heatmap plot of the adjacencies modules. Each column and row represent modules with different colors. In the heatmap, red represents positive correlation and blue color indicate negative correlation.

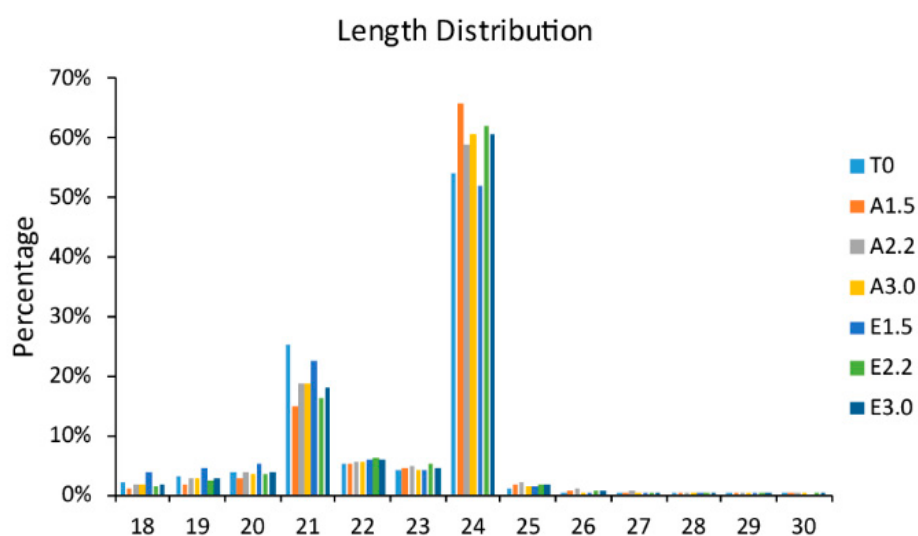

Figure S4 Length distribution of the clean tags in the cold and control conditions. A, cold; E, control.

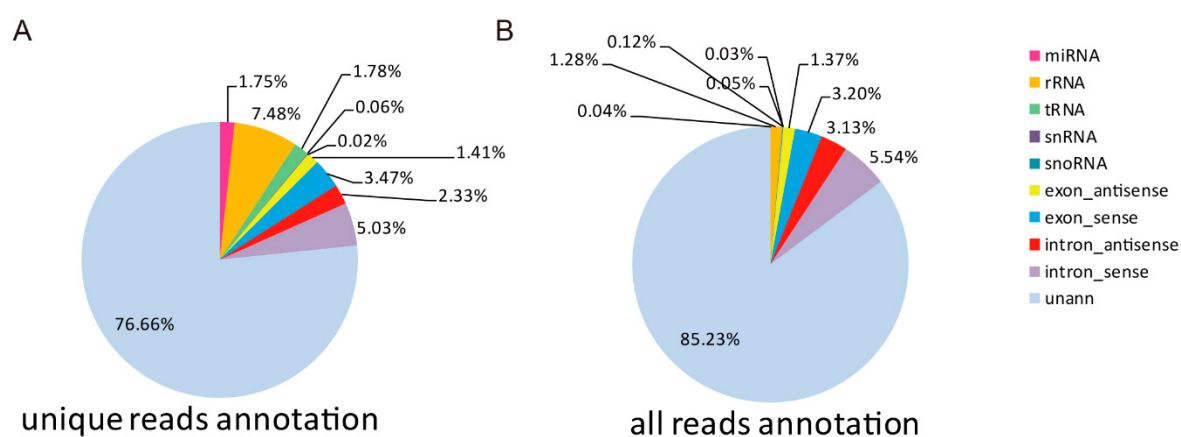

Figure S5 Annotation of the clean tags in all the samples according to the blast to the NCBI and Rfam. The annotation of the unique clean (A) and all (B) tags in all the libraries.

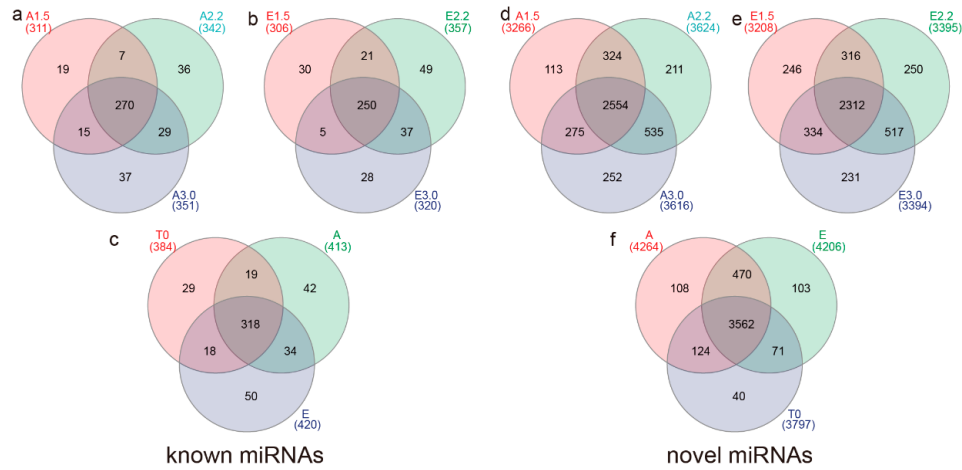

Figure S6 Venn diagram of the expressed known and novel miRNAs. The expressed miRNAs at respective stages in the cold (a) and control (b) conditions. (c) Venn analysis of the expressed miRNAs in the cold, control and T0 stage. The expressed miRNAs at respective stages in the cold (d) and control (e) conditions. (f) Venn analysis of the expressed miRNAs in the cold, control and T0 stage. A, cold; E, control.

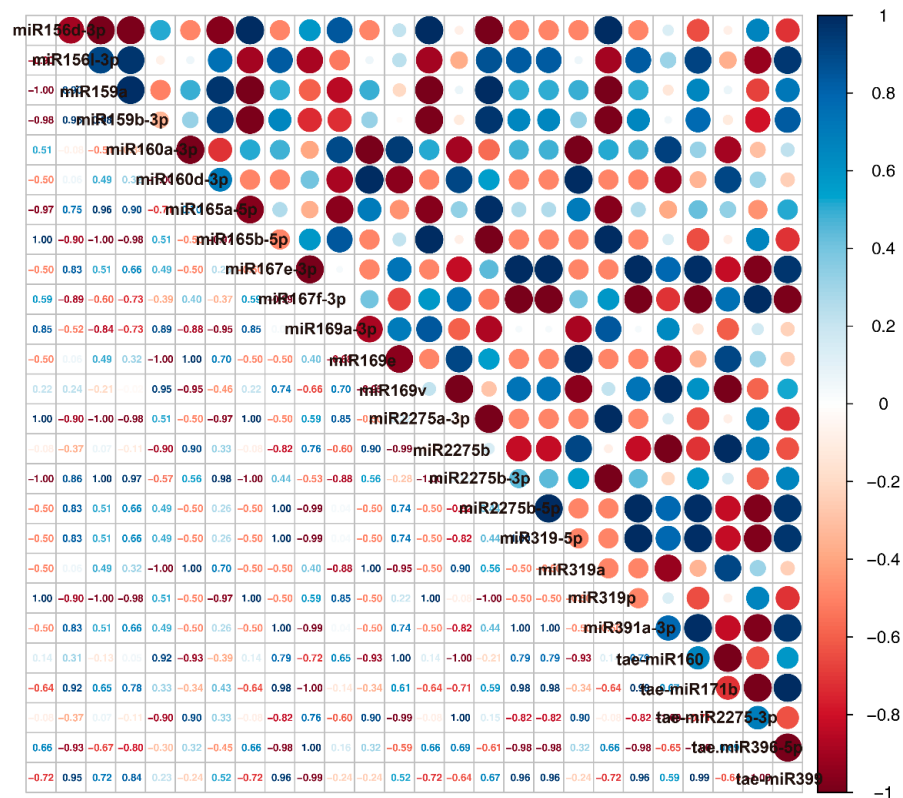

Figure S7 Expressional correlation analysis among conserved known miRNAs. The plots on the diagonal show the names of each miRNA. The values below the diagonal are Pearson correlation coefficients between miRNAs, and the plots above the diagonal are circle plots of compared miRNAs. The size of the circle represents the degree of correlation. Red values and circles indicate a negative correlation; blue values and circles indicate a positive correlation.

How the deposited data were processed for this re-analysis (not part of the article)

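The study measured gene expression in anthers of the wheat line BS366 with Affymetrix Wheat Genome arrays. There are 20 arrays, 1 for each of 4 conditions (A and B in the cold, E and F as controls, each with 12 h or 14 h of light) at 5 stages. The small RNA and degradome libraries were not analysed here.

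The authors deposited log2 expression values, 1 column per array. The labels name MAS5, whose version and settings are not given in the sources used here, and the scaling between arrays is not given either. The values were tested before use. All arrays have the same lowest value, their medians lie between 6.14 and 6.46, and 378 to 508 probe sets per array sit at the lowest value. In 12103 of 28894 probe sets, 3 or more arrays hold a value equal to every stored decimal, and 11.3% of the probe sets tested are of this kind. The log2 fold changes of Table S9 equal differences between single deposited columns. The 3′ to 5′ ratios of control probes were not analysed here. The precision stated is limited by the number of arrays and, for tied probe sets, by a spread that can be understated.

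Of 28895 entries, 1 reporter control was left out. A probe set was kept when it lay above the 60th percentile of the array in both arrays of at least 1 temperature and stage, which left 13805. No value was changed or scaled further for the results given at the claims.

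Differences were tested with limma 3.58.1 in R 4.3.3. The model held a mean for each temperature and stage and a photoperiod term common to all stages, with 9 residual degrees of freedom, moderated variances with a trend over expression, and Benjamini-Hochberg adjustment over the probe sets kept. Each stage was compared between cold and control, as were the means of the later stages (2.2, 2.5 and 3.0), of the earlier stages (1.5 and 2.0) and the difference between both effects. Cold anthers of stage 3.0 were also compared with control anthers of each stage. A probe set was called at an adjusted p under 0.05 and at least 2-fold. The thresholds of the study are the paper's unadjusted p under 0.05 and 2-fold, applied here to a single p for both pairs of arrays, with 2-fold in the same direction in A vs. E and B vs. F. The single p and the same direction are choices made here, since the paper states only that genes were common to both comparisons. Photoperiod was tested within each temperature over the 5 stages, and as a difference between temperatures. Adjusted p-values given for probe sets that were not kept come from a limma test of all 28894.

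For clusters, the profiles of the kept probe sets were standardized and grouped by k-means into 18 clusters from several random starts. A cluster was counted as lower or higher in the cold when its mean standardized profile differed by at least 0.5 SD in that direction at each of stages 2.2, 2.5 and 3.0. R reported a step limit for a start that was not the one kept. The scale-free fit used unsigned Pearson correlations over the 20 arrays and powers 1 to 20. Lists of genes were tested with camera in limma, with the preset and with an estimated correlation between genes. Of 16 lists fixed from words in gene names and descriptions, 5 matched a probe set and 3 had enough probe sets for a test. The 11 lists that matched none were DNA replication and cell cycle, microtubules and motors, ribosomal proteins, mRNA splicing, Golgi and vesicle transport, fatty acid, cutin and wax metabolism, sucrose and starch metabolism, photosynthesis, cold-responsive genes, heat shock proteins and meiosis. After the annotation, the counts per stage and the correlations between arrays had been seen, and before the values of their members were examined, 4 lists by gene symbol were added: H2A and H2B histones, tubulins, photosynthesis and translation. Camera covered 15 tests of the fixed lists and 35 with those added.

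Gene symbols came from the gene table used here (845 probe sets, 844 of them matched by gene ID to the reference gene table of wheat, 115 with a name) and descriptions from Table S9 (26 probe sets), where they are those of matched proteins, in part of other species. Table S6 gives genes and fold changes without probe sets. Each value was matched to the probe sets whose A minus E difference rounds to it, and a gene was joined when all its values fitted a single probe set. Joined genes are those that the study lists as changed. Of the enrichment table of the brown module, 936 entries were read and 2018 were left out, because the copy of the table used here ends before them, and it shortens the gene lists of large terms. It holds no entry of the blue module, which was not analysed here.

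Genes named in the text were drawn by a rule written before the data were examined: the probe sets of Table S9, all of which are in the counts but not all of which are named, genes that the study names for the arrays and that a table links to a probe set, per stage the 5 called probe sets with the largest change in each direction that carry a single symbol or description and changed over 2-fold the same way in both pairs, and per list the 3 largest called changes in each direction. Most of those per stage carry only a locus number and are left out of the text, although some changed more than the genes named. The values of Tables S6 and S9 had been seen before this rule was written. Other genes named are marked in the text as chosen after their values were seen.

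The scripts were tested on simulated data over 13805 probe sets, with changes of known size in some of them. At stage 2.5, the test called 52%, 84%, 92% and 100% of the probe sets changed by a log2 of 1.2, 2, 3 and 4, with 3 unchanged probe sets called. For the later stages together it called 86%, 98%, 100% and 100%, with 0 unchanged called. For the difference between later and earlier stages it called 68%, 88%, 98% and 100%, with 10 unchanged called. At the thresholds of the study, 176 changed and 72 unchanged probe sets passed at stage 2.5. For photoperiod in the cold, 76%, 96%, 100% and 100% were called, with 4 unchanged. Of the probe sets lowered by a log2 of 2 to 4 in the late cold arrays, 100% fell in clusters lower in the cold, as did 2.25% of the unchanged. Camera called a list of raised probe sets and did not call a list of unchanged ones. The simulated noise was drawn apart for each probe set, so this does not cover lists whose genes vary together. Of differences taken from known probe sets, 99% matched exactly 1 probe set.

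The alternatives tried were quantile normalization, no filter, a filter at the 75th percentile (9211 probe sets), values raised to the 40th percentile of the array, no variance trend, no photoperiod term, a photoperiod term for each stage, only the 4 arrays of a stage, leaving out each array, and 10 or 30 clusters. After the data had been seen, fits without the 14 h cold arrays of stages 2.5 and 3.0, without the control arrays of stage 3.0 and without probe sets equal in 3 or more arrays, and clusters by direction alone, were added. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.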

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

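The tests of the control arrays of stage 3.0, of lagging development, of a cold response at the same development, of a single faulty array, and the counts without the control arrays of stage 3.0 or the 14 h cold arrays of stages 2.5 and 3.0 were chosen only after the result was seen. Each temperature and stage has 2 arrays, so no single array was tested as an outlier.

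The effect of cold differed between the later stages (2.2, 2.5 and 3.0) and the earlier ones (1.5 and 2.0) in 1803 probe sets. In a model with a single effect across stages, this grouping called 781 probe sets, and 1 of 100 groupings of the same arrays, the real one included, called as many (highest other 550). This argues against chance only in part, since groupings drawn across stages can be uneven over stage or photoperiod and so call fewer. For cold against control at the later stages the real grouping called 1799 and 2 of 100 called as many. The highest other, 2158, sets all arrays of stage 2.5 and the control arrays of stage 3.0 against all arrays of stage 2.2 and the cold arrays of stage 3.0, and so holds the real comparison of stage 3.0. At the earlier stages the real grouping called 14 and 1 of 35 called as many (highest other 1). These shares have the same limit, so they argue against chance for both only in part and cannot exclude it. Another grouping called more at the later stages, and the earlier stages allow only 35 groupings. A grouping that equals the photoperiod, or at the earlier stages the stage, cannot be fitted beside it and was counted as calling none.

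Cold anthers of stage 3.0 differed in 7 probe sets from control anthers of stage 2.0 (48 without cold stage 3.0 replicate 1) and in 3751 from control anthers of their own stage. Scaling between arrays is argued against, since after quantile normalization the first count was 0.326% of the second, and the control arrays of stage 3.0 are not needed for the pattern, since without them the count of cold anthers of stage 2.5 against control anthers of stage 2.0 was 0.81% of that against control anthers of stage 2.5 (18 against 2221). Development that lags behind anther length in the cold cannot be told apart from a response to cold in anthers of the same development, such as a block of the genes that control anthers switch between these stages, since no array measures development apart from anther length. Of the 3751, 91.6% lay within 2-fold between cold anthers of stage 3.0 and control anthers of stage 2.0 and 14.9% changed less than 2-fold between control anthers of stages 2.0 and 3.0, shares that count the same likeness again and decide neither.

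The effect of photoperiod differed between cold and control anthers in 3 probe sets, none with a gene name here, with a largest difference of 3.58 (adjusted p = 0.0252 from limma). Of 100 groupings, 17 called as many (highest other 107), so chance cannot be excluded, and 0 were called without the filter. Photoperiod alone gave 0 called probe sets in the cold (3468 with an unadjusted p under 0.05 from limma) and 0 in the controls (2400). With a real count of 0, each of 100 groupings reaches it, so these groupings say nothing about chance. The highest other grouping in the cold called 728 and parts 12 h from 14 h of light at stages 2.2, 2.5 and 3.0 alone, which points to a structure of the arrays, and the highest in the controls called 50.

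Under cold conditions, anthers of stages 2.5 and 3.0 with 14 h of light stood apart from those with 12 h, with 2541 and 1572 probe sets at least 2-fold apart, against 245, 217 and 415 at stages 1.5, 2.0 and 2.2. Scaling between arrays is argued against, since 2319 were 2-fold apart at stage 2.5 after quantile normalization, and so is a fault of a single array at stage 2.5 as the whole cause, since stage 3.0 had 3.79 times as many as the most at the earlier 3 stages. For stage 2.5 alone such a fault cannot be told apart from a difference between the anthers, since 977 of the 2541 (38.4%) were 2-fold apart in the same direction at stage 3.0, and a fault shared by both 14 h arrays, which were closest to each other (0.971) and have the lowest medians (6.19 and 6.14), was not tested and stays open, as no condition and stage has a second array. A candidate explanation is that cold anthers with 14 h of light were further along the course of control development, as 86.1% of the 287 of these probe sets that also changed 2-fold in both control conditions from stage 2.0 to stage 2.2 changed in that direction. The 287 are a minority of the 2541, picked for changing in the controls, and the others do not bear on it. On the third principal component these 2 arrays lay at −66.1 and −56.1, outside the range of all others (−16.2 to 43.5). This part of their difference is not one that the control arrays show. Without the 14 h cold arrays of stages 2.5 and 3.0, 2427, 2373 and 3453 probe sets were called between cold and control at the later stages, at stage 2.5 and at stage 3.0.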

How the results depend on the processing

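The alternatives that dropped the 14 h cold arrays of stages 2.5 and 3.0, the control arrays of stage 3.0 or probe sets equal in 3 or more arrays, the clusters by direction alone and the lists by gene symbol were chosen after seeing the data, and all others before the data were examined. Over 28 counts, 150 of 170 alternatives other than leaving out single arrays stayed within 1.5 times the count reported. Of 70 values of named genes at a stage, 57 were called. All 57 kept their direction in every alternative that tested them. Of these, 41 stayed called in every such alternative that kept all arrays, and 31 did so also without each array. With the 75th percentile filter, 59 of the 70 values were compared. Calls whose probe set that filter left out were not counted as lost. Of 759 alternative values, 5 changed sign, none of a called change. These were LTP3 at stage 2.2 (0.004) and PHD at stage 3.0 (−0.01) with values raised to the 40th percentile, IAA18 at stage 2.2 without control stage 2.2 replicate 1 (−0.02), and IAA18 (0.04) and bZIP (0.41) at stage 3.0 without cold stage 3.0 replicate 2. Without cold stage 3.0 replicate 1, bZIP at stage 3.0 changed by −0.72. Arrays with the same replicate number share a photoperiod, which the model holds as a term (replicate block). No other link between them is stated, and B minus A correlated with F minus E across probe sets at 0.166, 0.191, −0.0298, −0.0393 and 0.0294 from stage 1.5 to 3.0. Without the photoperiod term (no replicate block) 29, 0, 1426, 2152 and 3661 probe sets were called. Dim values limit the size of a change: a probe set near the lowest value of the arrays can show less than its full difference, and tied values understate its spread. Without probe sets equal in 3 or more arrays, 39, 0, 1453, 1994 and 3179 were called.

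The following counts moved further, and beyond the smaller number of arrays or genes in the setting the cause was not tested. At stage 1.5, 3 probe sets were called with a photoperiod term for each stage and 1 with only the 4 arrays of that stage. At stage 2.0, 1 was called with no filter. At stages 2.2 and 2.5, only the 4 arrays of the stage gave 921 and 169. At the earlier stages together, 4 were called with a photoperiod term for each stage. The difference between later and earlier stages was called in 957 without the control arrays of stage 3.0. Cold anthers of stage 3.0 against control anthers of stage 2.0 gave 12 with quantile normalization and 16 with no filter. Photoperiod in the cold gave 2 with no filter and 1 with values raised to the 40th percentile. Photoperiod by temperature gave 0 with no filter, 0 with the 75th percentile filter and 0 with values raised to the 40th percentile. Of 15 tests of gene lists, camera called 7, 0 with an estimated correlation, and 16 of 35 with the lists by gene symbol added. The 7 include the auxin list at stages 2.5 and 3.0, which draws on genes that the study chose on these arrays. Clusters lower in the cold held 2397 probe sets with 30 clusters, 3776 by direction alone and 711 with the 75th percentile filter, and those higher in the cold 1878 with that filter.

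Leaving out 1 array gave 0 to 46 called probe sets at stage 1.5, 0 to 25 at stage 2.0, 884 to 2136 at stage 2.2, 1492 to 2735 at stage 2.5 and 3194 to 4096 at stage 3.0, and the array left alone in its group is then assumed to vary like the others. These counts moved by over 1.5 times without cold stage 1.5 replicate 1 (6), control stage 1.5 replicate 1 (6), cold stage 1.5 replicate 2 (0), control stage 2.0 replicate 1 (25), cold stage 2.2 replicate 1 (992), control stage 2.2 replicate 1 (884), cold stage 2.2 replicate 2 (977) and control stage 2.5 replicate 2 (1492). At the thresholds of the study the ranges were 166 to 597, 84 to 239, 1497 to 2529, 1862 to 3107 and 3433 to 4250, where a single pair had to pass. Those counts moved by over 1.5 times without control stage 1.5 replicate 2 (597), cold stage 2.0 replicate 1 (119), control stage 2.0 replicate 1 (239), control stage 2.2 replicate 2 (2529), cold stage 2.5 replicate 1 (3107), control stage 2.5 replicate 1 (2783) and cold stage 2.5 replicate 2 (2309). The ranges were 12 to 44 for the earlier stages, 2279 to 2546 for the later ones and 1546 to 1967 for their difference. The earlier stages gave 13, 13, 14, 12, 44 and 40 without cold stage 1.5 replicate 1, cold stage 2.0 replicate 1, control stage 1.5 replicate 1, cold stage 1.5 replicate 2, control stage 2.0 replicate 1 and control stage 1.5 replicate 2. Cold anthers of stage 3.0 gave 9 to 644 against control anthers of stage 1.5, 0 to 48 against stage 2.0, 134 to 675 against stage 2.2, 590 to 2009 against stage 2.5 and 3194 to 4096 against stage 3.0. Without cold stage 3.0 replicate 2 they gave 64, 3, 134 and 590 against stages 1.5 to 2.5, without cold stage 3.0 replicate 1 48 against stage 2.0, without control stage 1.5 replicate 2 9, without control stage 2.0 replicate 1 0 and replicate 2 39, without control stage 2.2 replicate 1 324 and replicate 2 256, and without control stage 2.5 replicate 2 699. Leaving out 1 stage (leave-one-out) gave 0 to 10 for photoperiod in the cold (10 without stage 2.2), 0 to 5 in the controls (3 without stage 1.5 and 5 without stage 2.2) and 0 to 221 for photoperiod by temperature (221 without stage 1.5, 0 without stage 2.0 or 2.5). Of the changes of Table S9, 12 to 17 were called.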

Differences from the paper's values

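The count of clusters by direction alone was chosen after the result was seen. The paper counts genes, keeping for each gene the probe set with the higher mean, and the counts given here are of probe sets. They use the p and fold thresholds that the paper states, with a single p for both pairs of arrays and the same direction in both, which the paper does not state.

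At stage 2.0, the paper reports 164 differentially expressed genes common to A vs. E and B vs. F, and 69 probe sets passed here. Of the alternatives set before the data were examined, those without cold stage 2.0 replicate 1 (119) and without control stage 2.0 replicate 1 (239) come within 1.5 times the paper's count, where a single pair had to pass. Quantile normalization (62), no filter (102), the 75th percentile filter (52), values raised to the 40th percentile (52), no variance trend (69), no photoperiod term (63), a photoperiod term for each stage (69), the 4 arrays of the stage (94) and leaving out replicate 2 of either group (84 and 89) do not.

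Fig. 5b of the paper, read by eye, shows about 63 genes higher in the cold at stage 1.5, and 27 probe sets passed here. No filter (66) and leaving out cold (42) or control (47) stage 1.5 replicate 1 come within 1.5 times that number, and the other alternatives do not (12 to 112). For stage 2.0, Fig. 5b shows about 53 genes higher in the cold, and 23 probe sets passed here. No filter (38) and leaving out control stage 2.0 replicate 1 (52) or replicate 2 (42) come within 1.5 times, and the others do not (16 to 32). Fig. 5b shows about 86 genes lower in the cold at stage 2.0, and 46 probe sets passed here. No filter (64), leaving out cold stage 2.0 replicate 1 (87) and the 4 arrays of the stage (63) come within 1.5 times, and the others do not (36 to 187).

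The paper assigns 3506 probes to the blue module, lower in the cold at the later stages, and 1077 probe sets fell in the cluster that was lower in the cold by at least 0.5 SD of the standardized profiles at each of them. The paper grouped probes by WGCNA and the clusters here come from k-means, so the groupings are not the same kind. With 30 clusters the number was 2397, within 1.5 times the paper's, and with 10 clusters (1476) or the 75th percentile filter (711) it was not. By direction alone, 4 clusters with 3776 probe sets were lower, also within 1.5 times, so the difference depends on the size asked for.

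Table S9 of the paper lists a log2 fold change of 1.13711 for ARF2 at stage 2.5, which equals A minus E, and the mean change over both photoperiods was −0.014 here, where the pairs went opposite ways (B vs. F −1.17), so that mean differs from the table in its sign but not by more than the spread of the pairs. Quantile normalization (0.12), values raised to the 40th percentile (0.12), and leaving out cold (1.11) or control (0.14) stage 2.5 replicate 2 give the sign of the table. Leaving out cold (−1.14) or control (−0.17) stage 2.5 replicate 1 gives the other sign.

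The paper states that bZIP was induced at stage 3.0, where its change was −0.15 here (adjusted p = 0.722 from limma), and Table S6 lists the gene at stage 2.2 only. Without cold stage 3.0 replicate 2 its change was 0.41, and no setting called it. The paper also names the PHD gene as induced, in a sentence that gives no stage. Table S6 lists the gene at stage 2.2 only, where its change was 1.04 and was called only without the filter. At stage 3.0 its change was 0.22. The paper states that TaMYB65 was induced at stage 2.2, where its change was 0.97, over 2-fold in A vs. E but not in B vs. F, and not called in a test of all probe sets. By qRT–PCR, not analysed here, the paper reports MYB65 as induced at the middle and vacuolated stages. The paper counts IAA18 among the genes repressed in the cold, and its changes at stages 1.5, 2.2, 2.5 and 3.0 were −0.66, 0.69, −0.88 and −0.12 here, lower at all of these but stage 2.2 and none of them called, while IAA12, IAA14 and IAA15 were called lower at stage 3.0.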

Other observations

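The genes compared here between 14 h and 12 h of light were chosen after their values were seen. In the cold at stages 2.5 and 3.0, Glc1 was higher with 14 h than with 12 h of light, by a log2 difference of 1.93 and 1.23, and a probe set of OEE2 by 2.08 and 1.02. Tubb4 was lower with 14 h of light, by −1.15 and −1.18. These differences compare single arrays and have no replicate check. Between the control conditions, 448, 569, 1078, 1344 and 510 probe sets were 2-fold apart between 14 h and 12 h of light from stage 1.5 to stage 3.0.

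The profilin gene PRO1, the member of the late pollen list with a name here, had log2 changes of −0.13 and −0.15 in its 2 probe sets at stage 3.0 (adjusted p = 0.457 and 0.371 from limma), and none of its stages was called. Of 7 translation genes tested, CL9 was the one called. The raftin probe sets had a median log2 change of −1.30 at stage 1.5, with none called (camera, adjusted p = 0.000597, and adjusted p = 0.292 with an estimated correlation).

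Values equal to every stored decimal in 3 or more arrays were found in 91.3% of the probe sets with a median log2 expression up to 4 and in 1.44% of those above 10. Across probe sets, which are not independent replicates, the change from cold to control anthers of stage 3.0 with 12 h of light correlated at 0.942 with the change from control anthers of stage 2.0 to control anthers of stage 3.0 with 14 h of light, and at 0.876 with both photoperiods exchanged.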
